# Transcriptome Analysis Reveals the Response Mechanism of *Frl*-Mediated Resistance to *Fusarium oxysporum* f. sp. *radicis-lycopersici* (FORL) Infection in Tomato

**DOI:** 10.3390/ijms23137078

**Published:** 2022-06-25

**Authors:** Yuqing Sun, Huanhuan Yang, Jingfu Li

**Keywords:** *Fusarium* crown and root rot, *Fusarium oxysporum* f. sp. *radicis-lycopersici*, *Frl*, RNA-seq, resistance response

## Abstract

Tomato *Fusarium* crown and root rot (FCRR) is an extremely destructive soil-borne disease. To date, studies have shown that only plants with tomato mosaic virus (TMV) resistance exhibit similar resistance to tomato *Fusarium oxysporum* f. sp. *radicis-lycopersici* (FORL) and have identified a single relevant gene, *Frl*, in Peruvian tomato. Due to the relative lack of research on FCRR disease-resistance genes in China and elsewhere, transcriptome data for FORL-resistant (cv. ‘19912’) and FORL-susceptible (cv. ‘Moneymaker’) tomato cultivars were analysed for the first time in this study. The number of differentially expressed genes (DEGs) was higher in Moneymaker than in 19912, and 189 DEGs in the ‘plant–pathogen interaction’ pathway were subjected to GO and KEGG enrichment analyses. *MAPK* and *WRKY* genes were enriched in major metabolic pathways related to plant disease resistance; thus, we focused on these two gene families. In the early stage of tomato infection, the content of JA and SA increased, but the change in JA was more obvious. Fourteen genes were selected for confirmation of their differential expression levels by qRT-PCR. This study provides a series of novel disease resistance resources for tomato breeding and genetic resources for screening and cloning FORL resistance genes.

## 1. Introduction

Tomato *Fusarium* crown and root rot (FCRR), an extremely destructive soil-borne disease that was first identified in 1974, is induced by *Fusarium oxysporum* f. sp. *radicis-lycopersici* (FORL) [1]. In 1976 [2], FORL was discovered in South America. To date, FORL has caused heavy losses in tomato production in various countries, such as Israel, Japan, America, Mexico, Korea, Canada, and parts of Europe, representing one of the major soil-borne diseases in tomato after root-knot nematode infestation and tomato yellow leaf curl virus (TYLCV) [3,4,5,6].

A single gene, *Frl*, from Peruvian tomato was identified in germplasm material with significant resistance to FORL [7], and research has shown that plants with tomato mosaic virus (TMV) resistance exhibit a similar resistance to tomato FORL [8]. However, limited test conditions at that time likely prevented the identification of the specific site for the *Frl* gene to clone and verify its function. Few studies on the tomato FORL resistance gene *Frl* have been conducted in China to date, and the available research on *Frl* from other countries has been limited since the end of the last century.

Plant resistance to pathogens depends on plant native immunity, namely, PAMP-triggered immunity (PTI) and effector-triggered immunity (ETI), which are associated with salicylic acid (SA) and jasmonic acid (JA). As an important signalling molecule, SA exerts a pivotal regulatory effect on plant defence against pathogen invasion [9,10,11,12]. The accumulation of SA in plants greatly increases the expression of pathogenesis-related (PR) genes [13]. Recent studies have shown that several components of the *WRKY* transcription factor (TF) family play an important role in initiating SA biological synthesis [14], and *WRKY* transcription factors are widely believed to play a positive or negative regulatory role in plant defence and SA synthesis [15]. *WRKY70* expression is activated by SA but inhibited by JA, and this gene serves as a node in the regulatory interaction between SA and JA signalling in the process of plant resistance to pathogen invasion [16,17]. One of the major roles of JA in plants is to initiate defence responses and participate in reactions to both biotic and abiotic stress [18]. JA activates the transcription factor *WRKY57* as plant leaves age [19]. Current studies indicate that *CDPK* and *MAPK* affect JA synthesis and core pathway functions. Two kinases in *MAPK* are involved in the regulation of JA in plant defence. *MAPK3–6* destroy the structural stability of *MYC*_2_ by phosphorylation and negatively regulate the JA defence pathway. However, *MAPK3–6* activation depends on the COI1 protein, representing the negative regulatory mechanism of the JA pathway [20,21,22]. Phosphorylation of the *MAPK* wound-induced protein kinase (WIPK), another injury-induced protein kinase, is positively correlated with JA content and the strength of the plant defence response [23].

At present, the mechanism of *Frl*-mediated disease resistance is unclear, and we aimed to further explore the response of disease-related genes. Herein, RNA sequencing (RNA-seq) was employed to determine the causal link between *Frl*-mediated disease tolerance and tomato *Fusarium* crown and root rot (FCRR). The outcomes in the present research are valuable not only for revealing the cause of *Frl*-mediated tolerance to FCRR but also for offering a series of novel disease resistance resources for tomato breeding.

## 2. Results

### 2.1. Inoculation

As shown in Figure 1a,d, no marked differences in the stems were found between MM (Moneymaker) and 19912 (*Frl*) tomatoes before inoculation. At 3 dpi (day post-inoculation), scattered necrosis of plant tissue appeared around the inoculation sites on MM (Figure 1b), whereas no obvious signs were observed on the stems of *Frl* tomato plants (Figure 1e). At 6 dpi, the stems of MM widely developed rot (Figure 1c), and the stems of *Frl* plants showed some significant chlorotic spots, which were regarded as signs of a HR (hypersensitive response) (Figure 1f). These typical symptoms revealed that manual inoculation was successfully completed, and samples were harvested at different time points for subsequent analyses.

### 2.2. Microscopic Analysis of FORL Growth in Two Tomato Cultivars

FORL infections in the *Frl* and MM stems were studied using optical microscopy, scanning electron microscopy, and transmission electron microscopy. As shown in Figure 2a,f, no obvious differences were noted between *Frl* and MM stems at 0 dpi. The spores started to germinate at 1–2 dpi (Figure 2b), and hyphae invaded the stomata in *Frl* and MM tomato stems (Figure 2c). At 3 dpi, mycelia and necrotic spots appeared on MM tomato stems (Figure 2d), and HR was observed on the stems of the *Frl* tomato plant (Figure 2g). At 6 dpi, with the development of the disease, mycelial invasion continued, the diseased area in MM tomato stems continuously expanded, and the chloroplast membrane was destroyed, which causes serious disease in the plant (Figure 2e). However, in resistant cultivar 19912, mycelium growth was limited, and the chloroplast structure was intact (Figure 2h). Plants carrying the *Frl* resistance gene (19912) exhibited evident HR posterior to the FORL exposure site, but susceptible plants (MM) showed continuous mycelium growth.

### 2.3. RNA Sequencing and Identification of Transcripts

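The 18 RNA sequencing libraries hold 3 biological replicates, as the paper states, of each of 6 groups, the resistant cultivar with the Frl gene (Frl) and the susceptible Moneymaker (MM) at 0, 3 and 6 dpi with FORL. The 0 dpi samples were taken before inoculation, and no group was injected without FORL. Effects of injection and of time therefore cannot be told apart from those of FORL. The labels deposited with the libraries give the times in hours and the tissue as leaf, whereas the paper gives days after injection into the stem base and does not name the tissue used for RNA, and the paper's days are used here. The authors mapped the reads to SL3.0 with HISAT2 2.0.4 and Bowtie2 2.2.5, estimated FPKM with RSEM 1.2.12 and compared groups with DESeq2 1.4.5. The deposited table lists 25460 genes, 22431 of them with FPKM to 2 decimals, and read counts were not used here. The FPKM of a library summed to between 830216 and 853748 in Frl at 0 dpi, 799882 and 814961 at 3 dpi and 817275 and 855577 at 6 dpi. In MM the sums ran from 799541 to 841578 at 0 dpi, from 804307 to 860186 at 3 dpi and from 837296 to 945171 at 6 dpi. The FPKM step that a single read makes, read from 235 genes of low expression, gave relative depths of 0.966 to 1.02 across the libraries. The estimate keeps only values close to the lowest of each gene, which holds these depths near 1. Here 17040 genes with an FPKM of at least 1 in at least 3 libraries were compared as log2(FPKM + 1) with limma, all libraries in one model of group means with no further scaling, at a Benjamini-Hochberg adjusted p under 0.05. A log2 fold change is the later time minus the earlier, or Frl minus MM, and means of FPKM are given ± SD with n = 3. Gene lists of at least 5 tested members were compared with all other genes by camera with its preset correlation of 0.01, and again with an estimated correlation, under which none of the 119 calls held. Lists called fixed were chosen before the data were examined, as were the comparisons and the rule for naming genes, and lists called symbol lists were put together afterwards from the gene symbols in the table. The genes said to have changed most are those with the largest log2 fold changes among genes with a symbol of their own, a mean of at least 10 FPKM in the higher group and no overlap between the replicates of the groups. Where it changes a direction, the median-of-ratios scaling, which sets the median gene to no change, is given beside the value.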

In this study, a total of 18 samples (3 biological replicates from each cultivar at 0, 3, and 6 dpi) were sequenced using the GNBseq platform, which produced a mean of 6.65 Gb of data for each specimen (Supplementary Table S1). Filtering the obtained reads yielded 44.12–45 million clean reads. The clean read Q20 value was greater than 95%, and the Q30 value was greater than 90% (Supplementary Table S2). We then used HISAT to compare the clean reads to the reference genome sequence (https://www.ncbi.nlm.nih.gov/assembly/GCF_000188115.4 (accessed on 1 April 2021)). At least 90.88% of the clean reads matched the reference genomic data, among which over 88.4% were uniquely mapped reads. Ultimately, 672 novel DEGs and 1043 novel transcripts were obtained.

### 2.4. DEGs (Differentially Expressed Genes) in Response to FORL Inoculation

DEGs were selected according to a *p* value ≤ 0.01 and a log_2_ fold change ≥2 in response to FORL inoculation of *Frl* and MM tomato plants (Table 1). 

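Before inoculation genes of steroid metabolism were lower in Frl than in MM. GAME17, a glycosyltransferase of steroidal glycoalkaloid synthesis, had an FPKM of 1.96 ± 2.19 in Frl and 31.3 ± 8.09 in MM at 0 dpi (SD, n = 3; log2 fold change −3.69, standard error 0.70, adjusted p = 5.9e-04 from limma). SSR2, a sterol side chain reductase, (−3.69) and det2, a steroid reductase of brassinosteroid synthesis (−3.49), were also lower in Frl. ABCG46 was lower by 3.51 and AP2e, a transcription factor, by 4.37; ABCG46 and BR1 lie on chromosome 9, whose tested genes had a lower median difference between the cultivars (−0.113 over the 3 times) than those of any other chromosome. Of 21 genes of glycoalkaloid and sterol synthesis, a symbol list, 15 were lower in Frl, among them SMO1 (−1.04) and GAME4 (−2.35), 1 was higher, HMG3 (1.93), and 5 did not pass the test (camera adjusted p = 0.028, adjusted p = 0.95 with an estimated correlation), and with median-of-ratios scaling 13 were lower and 2 higher. The genes highest in Frl relative to MM were DDTFR10A (3.76), SRG2 (3.64), BR1 (3.10), the hydrolase gene Arf/Xyl1 (3.07) and ER24 (2.90). At 0 dpi 7800 genes differed between the cultivars, 1875 higher and 5925 lower in Frl, which becomes 3788 and 3672 with median-of-ratios scaling, at 3 dpi 3323 and at 6 dpi 2202. Over time, 9836 genes changed in Frl from 0 to 3 dpi, 4344 from 3 to 6 dpi and 5997 from 0 to 6 dpi, and in MM 8310, 3820 and 4860. At an unadjusted p of at most 0.01 and a log2 fold change of at least 2 in either direction, the counts over time were 408, 264 and 90 in Frl and 490, 84 and 170 in MM. Between the cultivars they were 656 at 0 dpi, 245 at 3 dpi and 206 at 6 dpi. Without Frl at 3 dpi replicate 2 the count between the cultivars at 3 dpi was 1636, and without Frl at 6 dpi replicate 1 that at 6 dpi was 1247.

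**Figure D1:**
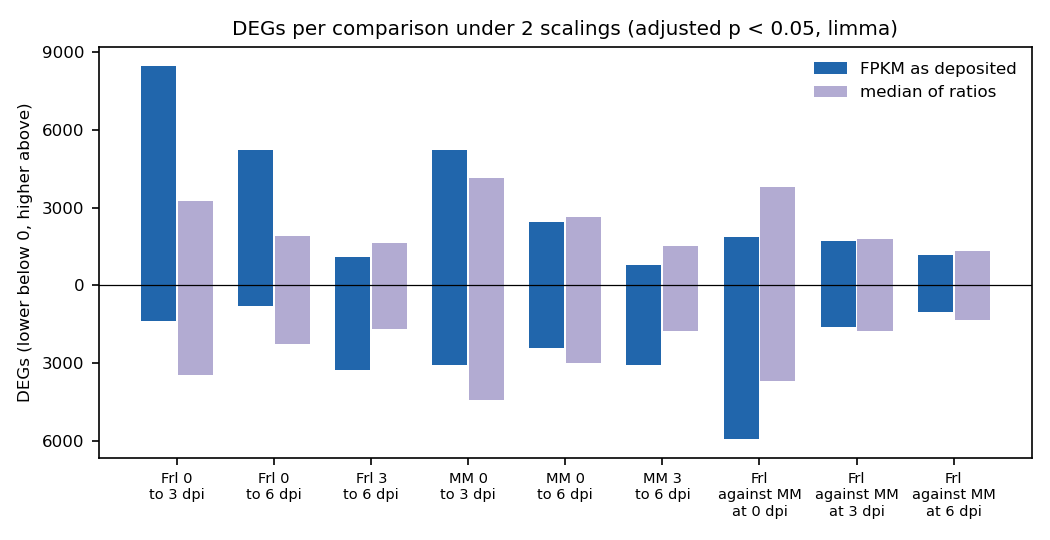
Number of genes higher (up) and lower (down) at an adjusted p under 0.05 from limma in each of the 9 comparisons, as bars that start at 0. From 0 to 3 dpi in Frl 8475 genes were higher and 1361 lower, a direction that turns with median-of-ratios scaling, which gives 3260 and 3459.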

From 0 to 3 dpi, more downregulated DEGs than upregulated DEGs were observed in *Frl* and MM samples. 

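From 0 to 3 dpi most genes of the fixed list of pathogenesis-related proteins rose in both cultivars, and genes of photosynthesis and chaperones fell in Frl. PR1b1, a pathogenesis-related protein 1, rose by 4.65 log2 units in Frl (standard error 1.06) and by 3.40 in MM (1.06). The chitinase gene CHI9, on chromosome 10 from 57363571 to 57364896 of SL3.0, rose in Frl from 28.9 ± 3.13 to 516 ± 167 FPKM (log2 fold change 4.06, adjusted p = 4.6e-06 from limma) and in MM by 4.53. TPM-1 (5.21 in Frl and 5.54 in MM) and ER1 (4.80 and 4.88) rose most, and Q`b, a beta-1,3-glucanase, rose by 4.21 in Frl and NP24, an osmotin-like protein, by 3.55 in MM. Of the fixed list of 8 pathogenesis-related genes, 7 rose in Frl and 5 in MM (7 and 5 adjusted over the list alone), none fell, and camera gave adjusted p = 0.14 and 0.0497 (0.67 in MM with an estimated correlation). Of 15 photosynthesis genes, 12 fell in Frl, such as CAB5 (−2.51) and PSBO (−1.13), and 5 in MM, such as CAB7 (−1.22) and PSBR (−0.69), with none higher (14 and 5 adjusted over the list alone; camera adjusted p = 4.9e-10 and 0.0044, adjusted p = 0.36 and 0.67 with an estimated correlation). In MM the camera call rests on replicate 1 at 3 dpi, with 6.74% of the FPKM total in photosynthesis genes against 11.3 and 14.7% in the other 2 libraries and 11.6, 14.2 and 12.7% at 0 dpi, as camera gave adjusted p = 0.092 without it, while CAB7 and PSBR still passed. Of 8 heat shock genes, 6 fell in Frl, among them HSP17.4 (−3.22) and HSP70 (−2.13), and 3 in MM, and none rose (6 and 2 adjusted over the list alone; camera adjusted p = 8.5e-06 and 0.0487, adjusted p = 0.3 and 0.67 with an estimated correlation). The chaperone gene Hsc70.1 fell from 929.6 ± 219.9 to 44.8 ± 5.24 FPKM in Frl (−4.32) and by 4.07 in MM. The xyloglucan endotransglucosylase genes tXET-B2 (−4.57) and tXET-B1 (−4.12), MMP2 (−3.84) and CYP707A2, an abscisic acid hydroxylase (−4.55), fell most in Frl, and ER5 (−4.87), aos of jasmonate synthesis (−3.40) and the gibberellin oxidase gene GA2ox3 (−3.32) in MM. Photosynthesis genes held 13.5% ± 3.82 of the FPKM total in Frl at 0 dpi and 8.07% ± 0.581 at 3 dpi, heat shock genes 4.26% ± 1.47 and 1.34% ± 0.363, and the 100 most abundant genes 38.5% ± 2.75 and 27.2% ± 0.474 (SD, n = 3). Frl at 0 dpi replicate 1 stood apart with 17.9% in photosynthesis genes, against 11.3% in each of the other libraries at 0 dpi and at most 8.46% at 3 dpi. In Frl 8475 of the changed genes were higher and 1361 lower, which is 86.2% higher, and in MM 5234 and 3076 (63.0%). The median of all genes moved by 0.42 log2 units in Frl and 0.14 in MM, against −0.02 and −0.01 with median-of-ratios scaling, under which 48.5% and 48.4% of the changed genes were higher.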

From 3 to 6 dpi, fewer downregulated DEGs than upregulated DEGs were observed in *Frl* and MM samples. 

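From 3 to 6 dpi genes of pathogenesis-related proteins fell back in Frl and genes of photosynthesis rose in both cultivars. In Frl the expansin gene EXP2 rose from 10.7 ± 3.03 to 251 ± 208 FPKM (SD, n = 3; log2 fold change 4.15, standard error 0.72, adjusted p = 0.0014 from limma), with exp12 (3.39), tXET-B2 (3.38), SMO3 (3.66) and Hsc70.1 (4.03). PR1b1 (−4.39), TPM-1 (−3.55), Q`b (−3.53), NP24 (−3.47) and ER1 (−3.27) fell most in Frl. In MM the chlorophyll a/b-binding protein genes Cab-1D (5.25), Cab-1A (3.78), Cab-3C (2.87) and CAB5 (2.62) rose most, next to Hsc70.1 (3.21), and TPM-1 (−4.02), ER1 (−3.76), NP24 (−3.51), CHI9 (−3.27) and the ribonuclease gene RNALE (−2.76) fell most. Of the 8 pathogenesis-related genes 7 fell in Frl and 3 in MM (7 and 5 adjusted over the list alone) and none rose (camera adjusted p = 0.0035 in Frl, adjusted p = 0.52 with an estimated correlation, and 0.11 in MM). Of the 15 photosynthesis genes 8 rose in Frl, among them CAB3A (1.29) and CAB1B (1.87), and 13 in MM (10 and 15 adjusted over the list alone), with camera adjusted p = 9.9e-08 and 5.4e-13 (adjusted p = 0.52 and 0.75 with an estimated correlation). Of the 14 cell wall loosening genes of the fixed list 5 rose and 1 fell in Frl, and 1 rose and 1 fell in MM (5 and 2 in Frl and 1 and 1 in MM adjusted over the list alone; camera adjusted p = 0.0059 and 0.11, adjusted p = 0.52 and 0.75 with an estimated correlation). The photosynthesis share of the FPKM total was 14.3% ± 2.31 in Frl at 6 dpi and, in MM, 10.9% ± 4.01 at 3 dpi and 20.2% ± 5.75 at 6 dpi (SD, n = 3), and the 100 most abundant genes held 34.2% ± 2.44 in Frl at 6 dpi, 29.6% ± 4.04 in MM at 3 dpi and 40.1% ± 6.57 in MM at 6 dpi. The extremes were MM at 3 dpi replicate 1, with 6.74% in photosynthesis genes, and MM at 6 dpi replicate 1, with 26.6%, and without either of these Cab-1A did not pass the test, while the camera call of the photosynthesis list in MM held. In Frl 1085 genes were higher and 3259 lower (25.0% higher), and in MM 767 and 3053 (20.1%), with medians over all genes of −0.16 and −0.15. With median-of-ratios scaling 49.5% were higher in Frl and 46.3% in MM, and at an unadjusted p of at most 0.01 with a log2 fold change of at least 2, 191 were higher and 73 lower in Frl and 27 and 57 in MM. Without Frl at 6 dpi replicate 3 the count in Frl was 2305, and without MM at 3 dpi replicate 1 that in MM was 2094, while without MM at 6 dpi replicate 1 the share of higher genes in MM was 37.4%.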

Throughout the process of plant–pathogen interaction, more downregulated DEGs than upregulated DEGs were noted in both *Frl* and MM samples.

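From 0 to 6 dpi the cultivars had in common a fall of most heat shock genes of the fixed list. The chaperone gene Hsc70.1, lower at 3 dpi, rose again from 3 to 6 dpi in both. In Frl the small heat shock protein genes er-sHSP (−2.98), HSP21 (−2.75) and Hsp20.0 (−2.49), the peptidyl-prolyl isomerase gene FKBP65 (−2.87) and BR1 (−2.64) fell most in log2 units, the last 2 on chromosome 9, and FKBP65 went from 929.5 ± 259 to 127 ± 44.8 FPKM (SD, n = 3; adjusted p = 1.7e-04 from limma). Of the 8 heat shock genes 6 fell in Frl and 7 in MM (6 and 7 adjusted over the list alone) and none rose, with HSP70 at −2.39 and −2.26 and HSP17-6 at −2.47 and −2.04. Camera gave adjusted p = 8.4e-07 in Frl and 0.0017 in MM, and adjusted p = 0.32 and 0.66 with an estimated correlation. The heat shock share of the FPKM total was 1.47% ± 0.287 in Frl at 6 dpi, and in MM 2.58% ± 0.538 at 0 dpi, 1.55% ± 0.737 at 3 dpi and 0.887% ± 0.143 at 6 dpi (SD, n = 3). The genes that rose most were gad2, a glutamate decarboxylase (3.27), exp12 (3.26), ODD (3.06), cevi19 (2.51) and the aquaporin gene PIP1-7 (2.25) in Frl, and Cab-1D (3.28), EXP2 (3.21), Cab-1A (2.77), exp12 (2.36) and POR of chlorophyll synthesis (2.27) in MM. In MM psi14B (−4.43), psi14C (−3.97), psi14A (−3.89), ER5 (−3.73) and the transcription factor gene NAC1 (−3.04) fell most. Of the photosynthesis genes 2 rose in MM, CAB4 (1.04) and CAB3A (1.05), and none fell (camera adjusted p = 0.022, adjusted p = 0.66 with an estimated correlation). The camera call rests on MM at 6 dpi replicate 1, with 26.6% of the FPKM total in photosynthesis genes against 15.5 and 18.5%, and without it camera gave adjusted p = 0.4 and CAB4, CAB3A, Cab-1D and Cab-1A did not pass the limma test. In Frl 5203 genes were higher and 794 lower (86.8% higher, median of all genes 0.27), and in MM 2435 and 2425 (50.1%, median −0.02). With median-of-ratios scaling 45.8% were higher in Frl and 46.9% in MM. Without MM at 0 dpi replicate 1 the count of changed genes in MM was 3157, and its share of higher genes ran from 41.9% without MM at 6 dpi replicate 2 to 65.3% without MM at 6 dpi replicate 1.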

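Hsc70.2, a chaperone gene, fell from 0 to 3 dpi in Frl (−3.32 log2 units) and MM (−3.12) and was higher in Frl than in MM at 0 dpi (2.16) and 3 dpi (1.97). NCED1, which makes a precursor of abscisic acid, fell in Frl (−2.17) and MM (−2.66) and was lower in Frl at 0 dpi (−2.72) and 3 dpi (−2.23), and JAZ2, a repressor of jasmonate responses, did the same (−2.82 and −2.33 over time, −1.55 between the cultivars at 3 dpi). These genes are among the 644 that passed the limma test in all 4 comparisons at 3 dpi (each cultivar from 0 to 3 dpi, and the cultivars at 0 and 3 dpi). The same 4 comparisons at 6 dpi shared 175 genes, among them EBF1, an F-box protein of ethylene signalling, which fell by 1.73 in Frl and 1.07 in MM and was higher in Frl before inoculation (1.36), and P69A, a subtilisin-like protease, which was lower in Frl at 0 dpi (−1.21) and 6 dpi (−1.32). The changes from 0 to 3 and 0 to 6 dpi in both cultivars shared 1585 genes. Among these, CITRX, a thioredoxin known to bind the receptor Cf-9, rose at 3 dpi (1.48 in Frl and 1.88 in MM) and at 6 dpi (1.32 and 0.91), and ERF-D4, an ethylene response factor, fell at 3 dpi (−2.78 and −1.88) and at 6 dpi (−2.18 and −1.57). Independent lists of the same lengths would share 428, 101 and 481 genes, but the comparisons use libraries in common, so the lists are not independent. With median-of-ratios scaling the counts were 585, 244 and 1124, and without 1 library at a time they ran from 286 to 967, from 96 to 187 and from 1134 to 1771.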

As shown in Figure 3a, at 3 dpi, the number of shared DEGs in the two varieties was 659; at 6 dpi, the number of shared DEGs in the two varieties was 179 (Figure 3b); and between 3 and 6 dpi, the number of shared DEGs in the two tomato varieties was 855 (Figure 3c). These results showed that most of the shared DEGs were found in the two tomato varieties when the inoculation time reached the third day, when the immune mechanism triggered by resistance genes was the most active. 

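At 3 dpi genes of cell wall loosening and of glycoalkaloid and sterol synthesis were lower in Frl than in MM. Q`b (2.21 log2 units), ERF84, an ethylene response factor (2.96), GGPS1, a geranylgeranyl diphosphate synthase (2.30), SP5G of flowering control (2.24) and psi14C (3.03) were the highest, and GGPS1 had 17.9 ± 3.04 FPKM in Frl and 3.47 ± 2.69 in MM (SD, n = 3; adjusted p = 0.0017 from limma). EXP2 (−3.96), SMO3 (−3.90), ARPI (−3.53), GAME17 (−3.48) and ltpg1 (−3.35) were the lowest. Of 14 expansin and xyloglucan endotransglucosylase genes, a fixed list, 5 were lower in Frl, among them XTH7 (−1.95), none was higher and 9 did not pass the test (8 lower adjusted over the list alone; camera adjusted p = 0.012, adjusted p = 0.96 with an estimated correlation). Of 21 glycoalkaloid and sterol genes 11 were lower, such as SMO4 (−2.89), and none was higher (camera adjusted p = 0.0027, adjusted p = 0.96 with an estimated correlation). Of the 3323 genes that differed, 1717 were higher and 1606 lower in Frl, and with median-of-ratios scaling 1780 and 1779. The replicates of Frl and MM did not overlap for 7519 of the tested genes (44.1%), where chance gives 10%.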

When the inoculation time reached the sixth day, the number of shared DEGs between the two tomato varieties was significantly reduced, when the immune mechanism triggered by resistance genes was less active. Therefore, we focused on the mechanism of the resistance response during the period from 0 to 3 dpi.

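At 6 dpi the chaperone genes Hsc70.1 and Hsc70.2 were higher in Frl than in MM. They (2.98 and 2.61 log2 units) stood among the highest genes with psi14C (4.28), ER24 (3.67) and SRG2 (2.83), and Hsc70.1 had 796 ± 359 FPKM in Frl and 100.5 ± 48.3 in MM (SD, n = 3; adjusted p = 3.9e-04 from limma). ADH10A9 (−2.80), IMP1 (−2.66), JRE4, a transcription factor of glycoalkaloid synthesis (−2.52), the translation factor gene eIF-5A1 (−2.34) and AP2e (−2.27) were the lowest. Of 22 heat shock genes in the symbol list 6 were higher in Frl, none was lower and 16 did not pass the test (camera adjusted p = 0.0051, adjusted p = 0.99 with an estimated correlation), and of the 8 of the fixed list 2 were higher and none lower (camera adjusted p = 0.76). Among 15 photosynthesis genes of the fixed list none passed the limma test (3 at an unadjusted p under 0.05, 0 higher and 0 lower adjusted over the list alone), with a median of −0.54 (camera adjusted p = 0.0086, adjusted p = 0.99 with an estimated correlation and 0.94 without MM at 6 dpi replicate 1, the library with the largest photosynthesis share). Of the 2202 genes that differed 1176 were higher and 1026 lower in Frl, and the replicates did not overlap for 4729 of the tested genes (27.8%). Frl and MM differed in the same direction at 3 and 6 dpi for 667 genes higher and 574 genes lower in Frl, and in opposite directions for 8. Independent lists would give 118 higher and 97 lower.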

### 2.5. KEGG Pathway and GO Enrichment Analysis of DEGs

To clarify the function of the DEGs associated with the response to FORL, 189 DEGs in the ‘plant–pathogen interaction’ pathway were subjected to GO analysis and KEGG enrichment analysis [24]. Globally, GO is a standardised system for genetic function categorisation that provides a shared vocabulary to comprehensively delineate the attributes of genes and genetic products. There are three primary ontologies describing molecular functions, cell constituents, and biological processes in GO analysis. Through the analysis of significantly enriched KEGG pathways, the primary biological chemical metabolism channels and signalling pathways involving the candidate genes were identified. 

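In genes of plant–pathogen interaction, a fixed list of 23 WRKY, Pto-interacting, respiratory burst and calcium-dependent kinase genes, most changes from 0 to 3 dpi were falls. In Frl 8 fell and 3 rose, the latter with PTOX, the plastid terminal oxidase, which the symbol pattern of the list took in (2.30 log2 units), and RBOH1, a respiratory burst oxidase (0.87), and 12 did not pass the test (8 and 3 adjusted over the list alone). In MM 12 fell and 1 rose, RBOH1 (0.69), and 12 fell and 1 rose adjusted over the list alone. Camera gave adjusted p = 1.7e-05 in Frl and 4.7e-04 in MM, and adjusted p = 0.45 and 0.67 with an estimated correlation. From 3 to 6 dpi 8 of these genes rose and 2 fell in Frl (camera adjusted p = 1.1e-05, adjusted p = 0.52 with an estimated correlation), and 3 rose and 1 fell in MM. Among 12 genes of the MAP kinase cascade, another fixed list, MPK3 fell from 0 to 3 dpi in Frl (−3.34, standard error 0.34) and MM (−2.28, 0.34) and rose in Frl from 3 to 6 dpi (3.34; limma adjusted p = 6.4e-05). MPK2 rose from 0 to 3 dpi in Frl (0.86) and in MM (0.44). In total 8 of the cascade genes rose and 1 fell in Frl (8 and 1 adjusted over the list alone, and 3 and 2 with median-of-ratios scaling), and 1 rose and 3 fell in MM (1 and 3 adjusted over the list alone).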

As presented in Figure 4a, the channels ‘plant–pathogen interaction’ and ‘*MAPK* signalling pathway-plant’ were remarkably enriched (Q-value ≤ 0.05). In addition, GO terms, including ‘plasma membrane (GO_Component)’ (Figure 4b), ‘calcium ion binding (GO_Function)’ (Figure 4c), ‘protein autophosphorylation (GO_Process)’ (Figure 4d), and 19 other terms (Q ≤ 0.05) were remarkably enriched.

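From 0 to 3 dpi the changes of calcium sensing genes differed between the cultivars. In MM 11 of 18 genes of a symbol list of calmodulins, calcineurin B-like proteins, their kinases and calcium channels fell, among them CIPK11 (−2.82 log2 units) and CaM2 (−2.47), and 1 rose, CaM3 (0.76; camera adjusted p = 0.0013, adjusted p = 0.67 with an estimated correlation). In Frl 8 rose, such as CaM1 (0.78) and CaM3 (1.05), and 1 fell, CIPK11 (−1.46), a balance that turns to 2 and 5 with median-of-ratios scaling. The change itself differed between the cultivars for 14 of the 18 genes, each with the higher change in Frl, among them CBL1 (1.75, standard error 0.30, limma adjusted p = 0.0014 for the difference) and CBL2 (1.18). Camera gave adjusted p = 8.9e-04 for that difference (adjusted p = 0.89 with an estimated correlation), and 7 of the genes passed the test with median-of-ratios scaling. At 0 dpi 12 of the genes were lower in Frl than in MM and none was higher (9 and 0 with median-of-ratios scaling), with CDPK1 at −0.72 and CIPK11 at −2.07. The fixed list of calcium signalling genes has 2 tested members, of which both fell in MM and neither passed the test in Frl from 0 to 3 dpi. Of all 17040 tested genes 4016 had the higher change in Frl from 0 to 3 dpi and 1005 the lower, and 1882 and 1995 with median-of-ratios scaling.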

### 2.6. Gene Co-Expression Network Analysis

Weighted gene co-expression network analysis (WGCNA) can rapidly identify genetic co-expression modules associated with specimen features from intricate data for subsequent analyses [25]. Seven diverse modules were acquired via a genetic tree coloured according to the relationship between genetic expression levels (Figure 5a), and among these, there were obvious differences in the expression of four modules between the *Frl* and MM samples. As shown in Figure 5b, expression of the genes in MEblack was high in *Frl* at 0 dpi, but expression of the genes in MEcyan was high in MM at 0 dpi. 

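Before inoculation the peptidyl-prolyl isomerase gene FKBP65 was highest in Frl, and NCED1 of abscisic acid synthesis in MM. FKBP65 had 929.5 ± 259 FPKM in Frl at 0 dpi (SD, n = 3), 2.31 log2 units above the next group, and IAA3, an auxin response repressor, 273 ± 46.9 (1.56 above). In MM at 0 dpi NCED1 had 350.1 ± 45.0 FPKM, 2.48 log2 units above the next group, and DMR6-1, a salicylate hydroxylase, 32.0 ± 12.6 (2.52 above). GA2ox3 (2.16), NAC1 (2.51), ER5 (2.67) and CIPK11 (2.07) also stood above every other group there. A gene was taken as highest in a group when limma placed it above each of the 5 other groups, which held for 276 genes in Frl and 1018 in MM at 0 dpi. With median-of-ratios scaling the counts were 904 and 1199, of which 276 and 905 were the same genes. Leaving out 1 library at a time moved the counts of 276 and 1018 to between 175 (without Frl at 0 dpi replicate 3) and 313 and between 710 and 1079. Of the fixed list of 8 heat shock genes 2, HSP17.4 and HSP90, were highest in Frl at 0 dpi, against 1.62% of all tested genes, which did not pass (one-sided Fisher's exact test, adjusted p = 0.27 over the lists and groups), and of 22 in the symbol list, made after the gene names were seen, 4 were (adjusted p = 0.0458). These sets stand in for co-expression modules, which were not rebuilt.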

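At 3 dpi the chitinase genes CHI3 and CHI14 and the glucanase gene Q`b were highest in Frl, and CITRX and DHAR2 in MM. CHI3 had 197 ± 82.8 FPKM in Frl at 3 dpi (SD, n = 3), 1.85 log2 units above the next group, CHI14 11.4 ± 5.89 and GGPS1, with 2.30, the widest margin. Q`b stood 2.21 and the aquaporin gene PIP2-4 1.34 above the next group. In MM at 3 dpi PIP2-9 had 515 ± 91.3 FPKM (1.01 above the next group, but not highest with median-of-ratios scaling), CITRX 93.8 ± 5.25 (0.90 above) and DHAR2, a dehydroascorbate reductase, 255 ± 29.4. TOC75-III of chloroplast protein import (80.2 ± 5.20) and FtsZ1 of chloroplast division (63.6 ± 2.03), chosen after their values were seen, were also highest there. The limma test placed 461 genes in Frl and 421 in MM at 3 dpi above each of the 5 other groups, and 202 and 237 of them also with median-of-ratios scaling. Of the 8 pathogenesis-related genes of the fixed list 3 were highest in Frl at 3 dpi (one-sided Fisher's exact test, adjusted p = 0.07), and none in MM. Without 1 library at a time the counts ran from 184 (without Frl at 3 dpi replicate 2) to 767 in Frl and from 167 to 483 in MM.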

After infection, expression of the genes in MEpink and MElightcyan was high in *Frl* and MM samples at 3 dpi, respectively. 

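Few genes were highest in Frl at 6 dpi. Those with a symbol of their own, named after their values were seen, include IPS (381 ± 85.9 FPKM, SD, n = 3, 1.02 log2 units above the next group), ACI19 (20.6 ± 6.15, 0.70 above), MBD5 (30.4 ± 2.54) and VP2 (40.6 ± 6.97), of which VP2 was also highest with median-of-ratios scaling. In total 30 genes lay above each of the 5 other groups in Frl at 6 dpi and 13 in MM at 6 dpi, LIN8 (13.2 ± 3.88 FPKM) among the latter, by the limma test at each of the 5 comparisons. Of the genes in Frl 15 were also highest with median-of-ratios scaling, and in MM 13. Without 1 library at a time the counts ran from 10 to 64 in Frl and from 6 to 23 in MM.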

Interestingly, expression of the genes in MEblue was high in the *Frl* sample at 6 dpi. Our team performed KEGG analysis on the genes in these three modules. 

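In MM from 0 to 3 dpi genes of cytosolic ribosomes and of chlorophyll and carotenoid precursors rose. RPS25 (1.23 log2 units) was among 11 of 16 genes of cytosolic ribosome and translation, a symbol list, that rose, eIF-5A1 (−1.60) was the 1 that fell, and 4 did not pass the test (camera adjusted p = 0.03, adjusted p = 0.67 with an estimated correlation). Of 25 genes of tetrapyrrole and plastid isoprenoid synthesis, also a symbol list, 14 rose in MM and 3 fell (camera adjusted p = 0.018, adjusted p = 0.67 with an estimated correlation). Z-ISO, a carotenoid isomerase, rose by 1.42 (standard error 0.13, adjusted p = 9.8e-07 from limma) and ispE of the plastid isoprenoid pathway by 1.24, while CrtR-b2, a carotene hydroxylase, fell by 2.34 and NSY by 0.91. From 3 to 6 dpi in MM 11 of the tetrapyrrole and isoprenoid genes fell, among them ispE (−0.99) and DXR (−0.79), and 2 rose, DXS (1.11) and POR (1.68; camera adjusted p = 0.015, adjusted p = 0.75 with an estimated correlation). In a symbol list of 26 photosynthesis genes 3 rose in MM by 3 dpi, such as psbS of photoprotection (1.37) and SBPase of the Calvin cycle (0.63), and 6 fell.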

In MElightcyan (Figure 6a), pathways related to ‘ribosome’, ‘porphyrin and chlorophyll metabolism’, ‘fatty acid biosynthesis’, and ‘photosynthesis’ were enriched. 

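In Frl from 0 to 3 dpi most genes of the cytosolic ribosome list rose too, but the test of the list did not pass. Of all 17040 tested genes 8475 were higher in that comparison. RPS25 rose by 1.30 log2 units (standard error 0.14, adjusted p = 5.2e-06 from limma) and RPL37 by 0.98, with 11 of the 16 genes of cytosolic ribosome and translation higher and 1 lower, eIF-5A1 (−1.22). With median-of-ratios scaling 7 were higher and 2 lower, and camera gave adjusted p = 0.098. At 6 dpi 11 were higher than at 0 dpi in Frl, among them rpl38 (1.30), and 8 in MM, among them RPL3 (0.84), with none lower (camera adjusted p = 0.003 in MM, adjusted p = 0.66 with an estimated correlation). Of the 25 tetrapyrrole and isoprenoid genes 17 rose in Frl by 3 dpi, such as Z-ISO (1.84) and zds, a carotene desaturase (1.04), and 1 fell, the chlorophyll synthesis gene POR2 (−1.10; 12 and 3 with median-of-ratios scaling). A fixed list meant for organelle-encoded transcripts was matched by symbol and does not stand for them. In it psbS is a nuclear gene, and rpl38 is also in the cytosolic ribosome list. Its 4 tested members, rps16, psbS, clpP2 and rpl38, were all higher at 3 dpi in Frl and in MM, with clpP2 at 1.15 and 1.34. Of these, 2 were higher in Frl with median-of-ratios scaling.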

In the MEpink module (Figure 6b), pathways associated with ‘RNA transport’, ‘ribosome biogenesis in eukaryotes’, ‘oxidative phosphorylation’, ‘mRNA surveillance pathway’, and the ‘citrate cycle’ were enriched. In the MEblue module (Figure 6c), ‘sulphur metabolism’, ‘cysteine and methionine metabolism’, ‘microbial metabolism in diverse environments’, and ‘plant–pathogen interaction’ pathways were enriched.

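At 6 dpi ACS6, an ACC synthase of the ethylene pathway that draws on methionine, was higher in Frl than in MM. It had 78.7 ± 14.3 FPKM in Frl and 32.8 ± 14.7 in MM (SD, n = 3; log2 fold change 1.34, standard error 0.32, adjusted p = 0.011 from limma), and the ethylene signalling gene EBF2 was higher by 0.58. Of 18 genes of ethylene synthesis and signalling, a fixed list, 3 were higher in Frl at 6 dpi and 0 lower (3 and 0 adjusted over the list alone). Over time ACS6 fell in Frl from 0 to 3 dpi (−2.29) and rose from 3 to 6 dpi (1.86). Of the plant–pathogen interaction genes 3 were higher in Frl at 6 dpi and 1 was lower, WRKY72b (−1.41), while 19 did not pass the test (3 and 1 adjusted over the list alone; camera adjusted p = 0.76). Of 31 ethylene response factors 9 were higher, among them ERF-E5 (1.10) and ERF84 (1.94), and 2 lower, ERF-D5 (−1.44) and ERF-B12 (−0.73), with 13 and 4 adjusted over the list alone.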

### 2.7. Validation of DEG Expression Patterns

To verify the accuracy of the DEG expression patterns indicated by the RNA sequencing results, we analysed 14 DEGs by qRT-PCR with three biological replicates. These 14 genes were involved in KEGG pathways that displayed remarkable enrichment: *MAPK* signalling pathway-plant, plant–pathogenic agent mutual effect, and plant hormone signal transduction. 

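Of the 13 genes chosen for qRT-PCR that were tested, several differed between the cultivars at 3 and 6 dpi. LOC101268253 had 164 ± 24.1 FPKM in Frl and 75.3 ± 6.87 in MM at 3 dpi (SD, n = 3; log2 fold change 1.11, standard error 0.20, adjusted p = 0.0018 from limma). LOC101249791 (2.21), LOC101250316 (1.29) and LOC101265895 (1.26) were also higher in Frl, and LOC101265701 was lower (−1.97). In total 5 genes were higher and 1 lower at 3 dpi (5 and 2 adjusted over the list alone). At 6 dpi 6 were higher and none was lower (8 higher adjusted over the list alone), among them LOC101249791 (2.07), LOC101265701 (1.74), LOC101255395 (0.72) and LOC101250316 (0.68). For the list at 6 dpi camera gave adjusted p = 7.3e-04, and adjusted p = 0.9 with an estimated correlation. At 0 dpi 5 were higher in Frl, with IAA3 at 2.03 and ACS6 at 1.64, and LOC101268253 was lower (−0.52); IAA3 lies on chromosome 9. The study picked these genes from the same libraries, so their direction is not independent evidence.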

After calculating the correlation of RNA sequencing and qRT-PCR outcomes in combination with the obtained expression profiles for *Frl* and MM samples, the pairwise coefficients of association (R^2^) ranged from 0.942 to 1.0 (Figure 7), indicating that the RNA-seq data were of high quality and could be utilised for subsequent analyses.

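Over time the qRT-PCR genes moved in both directions. In Frl from 0 to 3 dpi LOC101268253 rose by 2.02 log2 units (standard error 0.20, adjusted p = 2.4e-06 from limma), while LOC101265701 fell by 3.57, IAA3 by 2.59 and PTI5, an ethylene response factor that binds the kinase Pto, by 2.45. Of the 13 genes 5 rose and 7 fell in Frl (5 and 8 adjusted over the list alone), and SGT1-1, a cochaperone of immune receptors, did not pass the test (−0.39, adjusted p = 0.074). In MM from 0 to 3 dpi 1 rose, LOC101250316 (0.62), and 1 fell, WRKY31 (−1.44). From 3 to 6 dpi LOC101265701 rose in Frl by 4.36 and LOC101255395 fell in MM by 1.06. The values come from the libraries alone, and the qRT-PCR measurements were not used here.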

### 2.8. Determination of Critical Genes from Vital Pathways

The ‘*MAPK* signalling pathway-plant’ pathway is an important pathway involved in the mediation of plant resistance. As shown in Figure 8c, *MAPK* induces downstream *WRKY* genes. Hence, we analysed the expression levels of nine *MAPK* and twelve *WRKY* genes. The expression of eight *MAPK* genes was increased in *Frl* tomato compared with MM tomato at 3 dpi. Among these genes, the expression of four *MAPK* genes was higher in *Frl* than in MM at both 3 and 6 dpi (Figure 8a). Additionally, the expression of eight *WRKY* genes was higher in *Frl* tomato than MM tomato at 6 dpi, among which four *WRKY* genes showed higher expression in *Frl* than MM at both 3 and 6 dpi (Figure 8b).

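MAPK10 and MAPK8, both MAP kinases, were higher in Frl than in MM at 3 dpi. MAPK10, on chromosome 10 from 1822973 to 1828685 of SL3.0, had 66.8 ± 0.939 FPKM in Frl and 46.5 ± 1.46 in MM (SD, n = 3; log2 fold change 0.51, standard error 0.14, adjusted p = 0.017 from limma). MAPK8, on chromosome 2 from 48572750 to 48576337, had 7.45 ± 0.12 and 4.38 ± 1.09 FPKM (log2 fold change 0.67, standard error 0.18, adjusted p = 0.018). By the group means 8 of the 9 MAPK genes of Fig. 8a were higher in Frl and 1 lower, MAPK6 (−0.25), of which 2 higher genes and none of the lower passed the test (2 and 0 adjusted over the list alone). MAPK14 had 0.24, MAPK5 0.13, MAPK12 0.08, MAPK16 0.29, MAPKKKe 0.13 and MAPKKKalpha 0.22 log2 units, with standard errors of 0.12 to 0.30 and adjusted p over 0.05 from limma. For the list camera gave adjusted p = 0.5, and as the study chose it on these libraries it is not independent evidence of a direction.

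**Figure D2:**
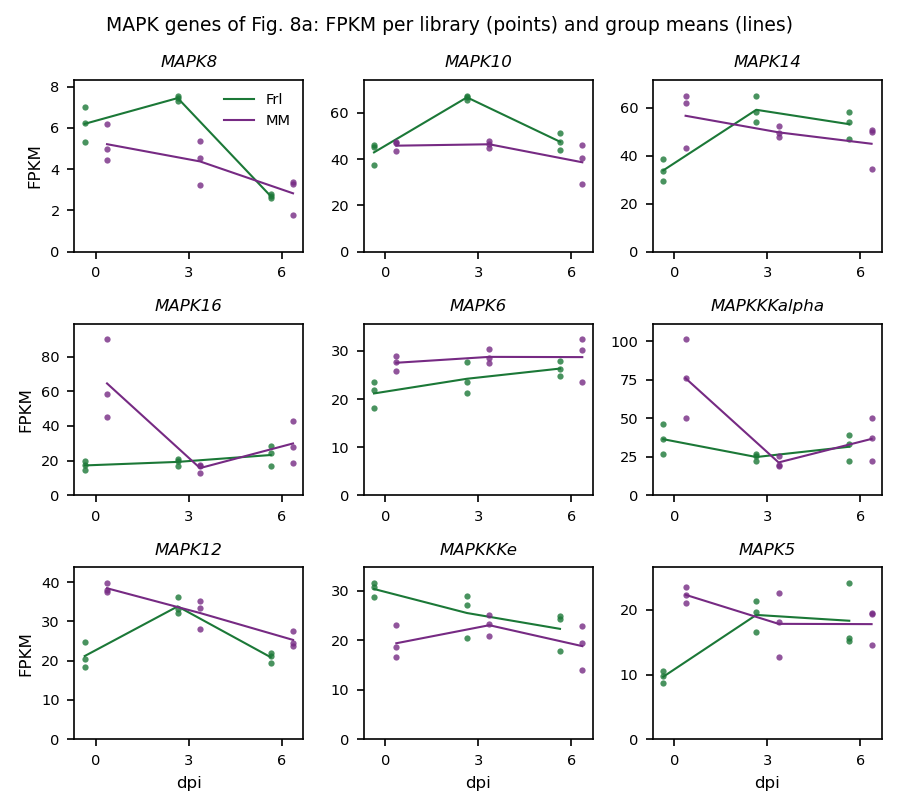
FPKM of the 9 MAPK genes of Fig. 8a in each library (points) with lines through the means of the 3 replicates, by cultivar and dpi. At 3 dpi MAPK10 had a mean of 66.8 FPKM in Frl and 46.5 in MM.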

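At 6 dpi the MAPK genes lay close together in the cultivars. MAPK10 had a log2 fold change between Frl and MM of 0.31 (standard error 0.14, adjusted p = 0.14 from limma), MAPK14 of 0.25, MAPKKKe of 0.25 and MAPK5 of 0.02. These are the 4 of the 9 genes with a higher mean in Frl, and MAPK10 had 47.6 ± 3.53 FPKM there and 38.7 ± 8.66 in MM (SD, n = 3). The other 5 had lower means, from −0.30 to −0.02. The limma test placed none of the 9 past its threshold at 6 dpi, over all genes or adjusted over the list alone, and 2 of them had an unadjusted p under 0.05.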

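WRKY40 and WRKY31, transcription factors of the WRKY family, were higher in Frl than in MM at 6 dpi. WRKY40 had 168 ± 48.0 FPKM in Frl and 73.9 ± 35.7 in MM (SD, n = 3; log2 fold change 1.28, standard error 0.34, adjusted p = 0.022 from limma), and WRKY31 226 ± 49.4 and 107 ± 54.1 (1.22, 0.33, adjusted p = 0.025). MM at 6 dpi replicate 1 was the lowest, with 32.8 FPKM of WRKY40 against 96.6 and 92.5 and 44.7 of WRKY31 against 139.8 and 137, and neither gene passed the test without it (0.78 and 0.68, adjusted p = 0.072 and 0.056), without Frl at 6 dpi replicate 2 or with only the groups compared. By the means 9 of the 12 WRKY genes of Fig. 8b were higher in Frl at 6 dpi and 3 lower, and 2 higher and 0 lower passed the test (2 and 0 adjusted over the list alone). WRKY41 (0.83), WRKY6 (0.87), WRKY46 (0.82), WRKY81 (0.99), WRKY80 (0.21) and WRKYIId-1 (0.22) did not. At 3 dpi WRKY81 was higher in Frl (2.01, standard error 0.63, adjusted p = 0.036), and WRKYIId-1 (−1.12), WRKYIId-4 (−1.09) and WRKY6 (−1.44) were lower. WRKY81 lies on chromosome 9, whose tested genes had the lowest median difference between the cultivars. WRKY80 had 1.46 (adjusted p = 0.075), WRKY46 1.36 (0.14) and WRKY40 0.04 (0.95) at 3 dpi from limma. As the study chose these genes on the same libraries, the counts are not independent evidence of a direction.

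**Figure D3:**
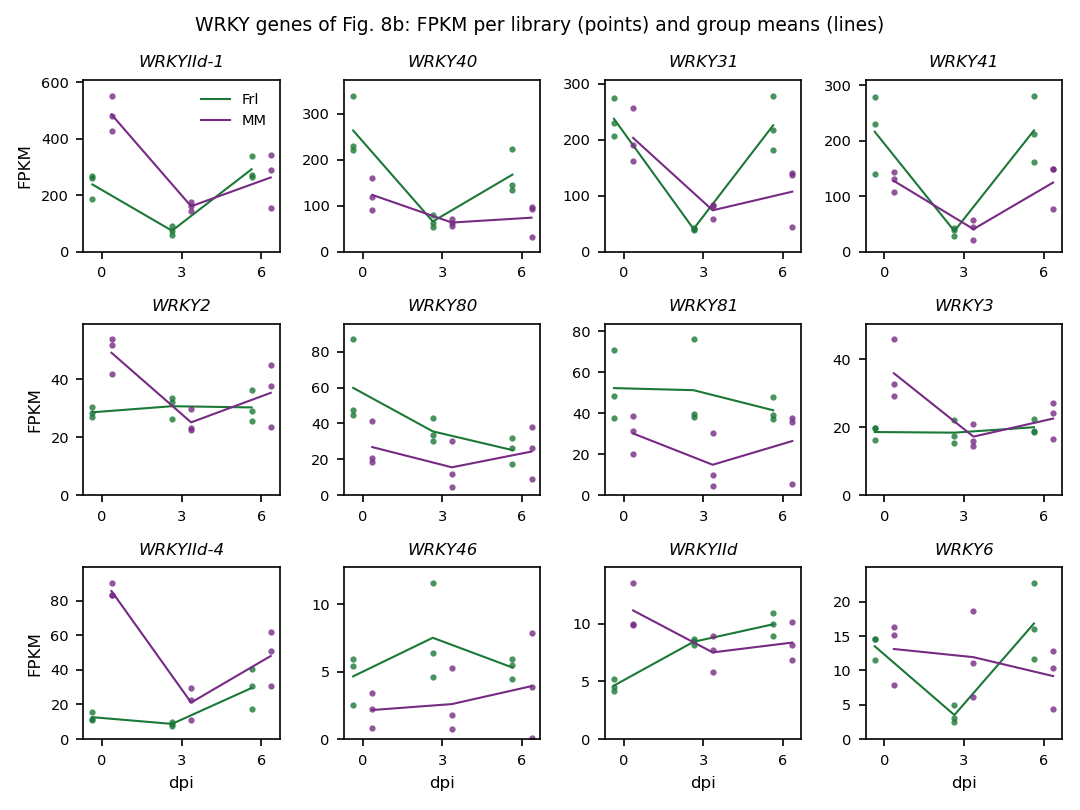
FPKM of the 12 WRKY genes of Fig. 8b in each library (points) with lines through the means of the 3 replicates, by cultivar and dpi. At 6 dpi WRKY31 had a mean of 226 FPKM in Frl and 107 in MM.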

### 2.9. Hormone Measurements

To investigate the hormone response to FORL infection, we measured JA and SA content at 0, 3, and 6 dpi. As shown in Figure 9a, the JA content continued to increase in *Frl* tomato after inoculation, whereas the JA content in MM tomato decreased gradually. Interestingly, the degree of change in both tomato cultivars was more significant at 0–3 dpi than 3–6 dpi. The SA content in both *Frl* and MM tomatoes peaked at 3 dpi (Figure 9b) and then quickly decreased between 3 and 6 dpi. Both JA and SA levels were generally higher in *Frl* than MM. These results indicated that JA and SA increased during the early stage of infection, but the change in JA was more obvious. Thus, these hormones are vital to the defence mechanisms in *Frl* tomato plants exposed to FORL.

### 2.10. Analysis of DEGs in Response to Biotic Stress

MapMan software was used for the visual analysis of DEGs at 3 dpi in these tomato cultivars (Figure 10). The outcomes showed that most enrichment of DEGs occurred in transcription factors, protein modifications, and protein decomposition. 

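Transcription factors of the ethylene response family moved in both directions from 0 to 3 dpi in Frl. Of the 31 genes of this fixed list 13 fell, such as ERF-B5 (−3.29 log2 units), and 9 rose, such as ERF-H8 (1.83) and ERF-D2 (2.05), with 13 and 9 adjusted over the list alone (camera adjusted p = 1.3e-07, adjusted p = 0.19 with an estimated correlation). In MM 11 fell, among them ERF-D3 (−2.22), and 2 rose, ERF-E5 (0.80) and ERF-H3 (0.77), with 11 and 2 adjusted over the list alone (camera adjusted p = 0.004, adjusted p = 0.67 with an estimated correlation). Among genes of protein breakdown, Ubc13-2 (1.17, standard error 0.12, adjusted p = 2.2e-06 from limma) and UBC27 (1.07), ubiquitin-conjugating enzymes, rose in Frl and UBC3 (−0.75) fell. Of 18 ubiquitin and proteasome genes, a symbol list, 13 rose and 1 fell in Frl (6 and 5 with median-of-ratios scaling), and 6 rose and 3 fell in MM, a balance that turns to 4 and 8 under that scaling. The ubiquitin ligase gene COP1 fell in MM (−0.98), and its change differed between the cultivars by 1.19 (adjusted p = 7.4e-04 from limma for the difference). For that difference 9 of the ubiquitin genes passed the test, each with the higher change in Frl (camera adjusted p = 0.035, adjusted p = 0.89 with an estimated correlation). Of all tested genes 4016 had the higher change in Frl and 1005 the lower.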

The DEGs mainly responded to JA and SA. 

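Genes of jasmonate synthesis fell in MM from 0 to 3 dpi, and JAZ2, a repressor of jasmonate responses, and MYC2, their main transcription factor, fell in both cultivars. loxD, a lipoxygenase, fell by 2.19 log2 units in MM (standard error 0.40, adjusted p = 4.1e-04 from limma) and by 2.07 in Frl, and MYC2 fell by 1.43 in Frl and 0.91 in MM. Of 8 jasmonate synthesis genes, a symbol list, 4 fell in MM and none rose (camera adjusted p = 0.029, adjusted p = 0.67 with an estimated correlation). In Frl 2 rose, opr3 (1.10) and JAR1 (0.93), and 1 fell, which turns to 0 and 1 with median-of-ratios scaling. The change differed between the cultivars for 3 of them, among them opr3 (1.99) and AOC, an allene oxide cyclase (1.95), each with the higher change in Frl. Of all tested genes 4016 had the higher change in Frl and 1005 the lower. Of 16 jasmonate response and wound genes 5 rose in Frl, such as CPI (0.95) and LAPA2 (0.83), and 3 fell, which turns to 1 and 4 with median-of-ratios scaling (camera adjusted p = 0.017 towards lower, adjusted p = 0.55 with an estimated correlation), and in MM 3 rose and 4 fell. Both tested genes of the fixed list of jasmonate signalling, JAZ2 and MYC2, fell in Frl and MM and rose again in Frl from 3 to 6 dpi (2.36 and 0.70). Among salicylate genes the phenylalanine ammonia-lyase genes PAL5 (−2.13) and PAL3 (−0.84) fell in Frl, 2 of 5 in the fixed list (1 adjusted over the list alone; camera adjusted p = 0.02, adjusted p = 0.42 with an estimated correlation), and none passed the limma test in MM, where 2 had an unadjusted p under 0.05. In the symbol list of 8 salicylate genes 3 fell in MM, among them DMR6-1 (−2.92) and NML2 (−1.84), and the change of DMR6-1 differed between the cultivars by 3.69.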

The DEG expression trends in the samples at 3 dpi were similar, and there was more gene downregulation than gene upregulation. 

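Most genes that changed in both cultivars from 0 to 3 dpi changed the same way, such as the rise of CHI9 and the fall of Hsc70.1. Of 5388 genes that passed the limma test in Frl and in MM, 4785 (88.8%) had the same direction, 4137 higher and 648 lower. Independent lists would share 2603 higher and 246 lower genes. In the other direction, 519 genes rose in Frl and fell in MM and 84 did the reverse. XTH7, a xyloglucan endotransglucosylase, fell in Frl (−2.68 log2 units) and rose in MM (1.05), and its change differed between the cultivars by −3.73 (standard error 0.48, adjusted p = 2.7e-04 from limma). The transcription factor gene AP2e rose in Frl (0.71) and fell in MM (−1.82), a difference of 2.54. Across the 17040 tested genes the log2 fold changes of the cultivars had a Pearson correlation of 0.478 and a Spearman correlation of 0.49; the 2 comparisons use no library in common, and genes are not independent replicates. With median-of-ratios scaling 4124 genes passed in both and 91.1% of them had the same direction, 1975 higher and 1782 lower.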

In the redox reaction, the DEGs were involved in biological regulation by receptor kinases, calcium regulation, G-proteins, light, MAP kinases, phosphoinositides, carbon and nutrition, and unspecified pathways. Moreover, some DEGs accumulated in several redox enzyme classifications, including ascorbate/glutathione, glutaredoxin, thioredoxin, dismutase/catalase, peroxiredoxin, and haem. 

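Genes of immune receptors and their partners moved both ways from 0 to 3 dpi. In Frl Ve2, a receptor-like protein of Verticillium resistance, fell by 1.44 log2 units (standard error 0.31, adjusted p = 0.0011 from limma) and Tm-1, a resistance gene against tobamoviruses, rose by 0.52. Of 30 genes of this symbol list 9 rose and 7 fell in Frl, which turns to 2 and 10 with median-of-ratios scaling. In MM 7 rose, among them Bs4 (0.90), and 10 fell, among them Wfi1, a respiratory burst oxidase (−2.27), and the kinase gene fen (−0.71), with 5 and 12 under that scaling. The change differed between the cultivars for 5 of the genes, such as Pti1 (0.96) and SERK3B, a co-receptor kinase (1.38), each with the higher change in Frl. Of a symbol list of 18 MAP kinase cascade genes 9 had the higher change in Frl, MAPK7 by 2.12 (adjusted p = 0.0015 from limma for the difference), and 0 the lower. These counts are to be read against all 17040 tested genes, of which 4016 had the higher change in Frl and 1005 the lower. With median-of-ratios scaling 1882 of all tested genes had the higher change and 1995 the lower.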

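Antioxidant genes moved in both directions from 0 to 3 dpi. In Frl GR, a glutathione reductase, rose by 1.07 log2 units (standard error 0.10, adjusted p = 1.4e-06 from limma) and APX7, an ascorbate peroxidase, by 1.48, while APX2 fell by 0.94 and the iron superoxide dismutase gene FESOD by 1.21. In MM DHAR2 rose by 1.66 and APX7 by 1.63, while GSH2, a glutathione synthetase, fell by 2.02 and APX2 by 1.13. Of 30 antioxidant genes, a symbol list, 15 rose and 3 fell in Frl (9 and 5 with median-of-ratios scaling), and 15 rose and 6 fell in MM (12 and 8), with camera adjusted p = 0.58 in Frl and 0.35 in MM. The change of GSH2 differed between the cultivars by 2.75 (adjusted p = 7.6e-05 from limma for the difference). The fixed list of superoxide dismutases and catalases has 3 tested members, of which SODCP.2 (2.86) and CAT2 (0.54) rose in MM, none passed the test in Frl, and SODCC.1 had −0.07 in Frl and −0.08 in MM. At 3 dpi SODCP.2, a plastid superoxide dismutase, was lower in Frl than in MM by 2.79. The peroxidase gene CEVI-1, alone in its fixed list, rose by 2.30 in Frl and 1.32 in MM, and a glutathione S-transferase, GST-T4, had 0.65 and −0.84, neither past the test.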

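At 3 dpi chitinase genes and a resistance gene homologue were higher in Frl than in MM, while Pto, a kinase of resistance to bacterial speck, was lower. CHI14 was higher by 1.88 log2 units (standard error 0.41, adjusted p = 0.0061 from limma) and CHI3 by 1.85. The gene tm-2, whose symbol is that of the susceptible allele of a virus resistance gene, was higher by 1.62 and fen, a kinase of the Pto family, by 1.34. Which allele the reads counted for tm-2 come from was not tested. Pto was lower by 1.74 and CITRX by 0.90; tm-2 lies on chromosome 9, where more genes differed between the cultivars at every time by at least 1 log2 unit (6.26%) than elsewhere (1.72%). Of 30 immune receptor and partner genes 3 were higher and 2 lower in Frl. Of the 8 pathogenesis-related genes of the fixed list 3 were higher and 0 lower (3 and 1 adjusted over the list alone; camera adjusted p = 0.22), and of 18 in the symbol list 4 and 1, the lower being p69c (−1.03). Of the MAP kinase cascade genes of the fixed list 2 were higher and 1 lower, MPK3 (−1.50), and of the WRKY transcription factors 1 and 3 (2 and 1, and 2 and 4, adjusted over each list alone). Of the ethylene response factors 4 were higher, among them ERF7 (0.52), and none was lower (4 and 0 adjusted over the list alone). PAL2 (−1.82) and PAL5 (−2.27) were lower in Frl. The paper's own set of genes in this pathway was not used here, and the lists stand in for it.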

The DEGs in the comparison group Frl3dpi vs. MM3dpi were chosen for biotic analyses, and the results showed that the host cells recognised and released *R* genes when pathogens attacked, triggered signalling and *MAPK* pathways, released transcription factors, and stimulated defence genes to release PR proteins to complete the defence response. In the biotic stress pathway, there were more upregulated genes in *Frl* tomato than in MM tomato at 0–3 dpi.

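From 0 to 3 dpi more pathogenesis-related genes passed the test in Frl than in MM, but few of their changes differed between the cultivars. Of 18 genes in the symbol list 14 rose and 0 fell in Frl, and 9 rose and 1 fell in MM, the subtilisin-like protease gene p69d (−0.78 log2 units). Camera gave adjusted p = 0.1 in Frl and 0.027 in MM, and adjusted p = 0.66 and 0.67 with an estimated correlation, and with median-of-ratios scaling 12 rose in Frl and 7 in MM. The change itself was higher in Frl for 2, CHI14 (2.19, standard error 0.58, adjusted p = 0.013 from limma for the difference) and p69d (1.30), and lower for 1, p69c (−1.13). In the fixed list CHI14 alone passed that test (1 higher and 0 lower adjusted over the list alone). Of the plant–pathogen interaction genes 7 had the higher change in Frl and 0 the lower (7 and 1 adjusted over the list alone; camera adjusted p = 0.93), with PTOX at 2.26. Of all tested genes 4016 had the higher change in Frl and 1005 the lower.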

## 3. Discussion

Herein, our team completed the first systematic transcriptomic analysis of the response to FORL. Microscopy observation of the effects of pathogenic agent in *Frl* and MM plants showed that 3 dpi was an important point in time when necrotic lesions appeared in MM plants and HR occurred in *Frl* plants. Considering these characteristics, together with the observed changes in gene expression, the infection process can be divided into early and late stages [26]. Horizontal (comparisons of genetic expression in identical plants at diverse temporal points) and vertical (comparisons of gene expression in different plants at identical temporal points) contrasts were performed for the different cultivars and infection stages. The results indicated that among the DEGs identified in the horizontal comparisons, more DEGs were identified in disease-tolerant and disease-susceptible plants during the early stage (0–3 dpi) than the late stage (3–6 dpi). 

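NP24, a pathogenesis-related gene, and RNALE, a ribonuclease gene, rose from 0 to 3 dpi and fell from 3 to 6 dpi in each cultivar. Of the fixed list of pathogenesis-related genes fewer passed the test in MM than in Frl at both steps. RNALE rose by 2.27 log2 units in MM (standard error 0.74, adjusted p = 0.019 from limma) and by 1.86 in Frl, and NP24 rose by 3.35 in Frl. In both cultivars more genes passed the test from 0 to 3 dpi than from 3 to 6 dpi, with median-of-ratios scaling by 6719 against 3314 in Frl and 8533 against 3253 in MM. The replicates of the earlier and later time did not overlap for 11725 genes from 0 to 3 dpi and 8454 from 3 to 6 dpi in Frl (68.8% and 49.6%), and for 9730 and 5820 in MM (57.1% and 34.2%), where chance gives 10%.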

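From 0 to 3 dpi the median absolute log2 fold change of the changed genes was 0.79 in Frl and 0.84 in MM. Genes whose change from 0 to 3 dpi differed between the cultivars numbered 5021 by limma, 4016 with the higher change in Frl and 1005 with the lower, and from 0 to 6 dpi 3035, 2644 and 391. Cell wall genes were among those with the lower change in Frl, 11 of 33 in a symbol list, such as tXET-B1 (−4.83 log2 units), against 1 with the higher, PMEU1 (2.35; camera adjusted p = 1.2e-07, adjusted p = 0.35 with an estimated correlation). In the fixed list of cell wall loosening 5 of 14 had the lower change and none the higher (7 and 1 adjusted over the list alone; camera adjusted p = 3.7e-04, adjusted p = 0.35 with an estimated correlation). Gibberellin genes were among those with the higher change, 5 of 12, such as the receptor gene GID1ac (1.01) and GA2ox3 (2.41). With median-of-ratios scaling 3877 and 1963 genes had a different change, 1882 and 1003 of them higher in Frl. Without Frl at 6 dpi replicate 1 the count from 0 to 6 dpi was 1561.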

Among the DEGs identified in the vertical contrasts, fewer DEGs existed in the resistant plants than the susceptible plants during the early phase, whereas more DEGs were noted in the resistant plants than the susceptible plants during the late stage. In summary, the resistance gene-mediated defence response was activated during the early stage, and the gene expression level was relatively stable in the disease-tolerant plants compared to the disease-susceptible plants. These results are consistent with those reported for other genes mediating resistance in tomato [27,28] and other plants [29].

The *MAPK* pathway is an important pathway involved in plant stress responses [30,31,32,33] and consists of *MAPK*, mitogen-activated protein kinase (MAPKK), and mitogen-activated protein kinase kinase (MAPKKK) components (Figure 8c) [34,35]. 

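From 0 to 3 dpi 4 of the 9 MAPK genes of Fig. 8a rose in Frl and none fell (4 and 0 adjusted over the list alone), a direction that turns to 0 higher and 3 lower with median-of-ratios scaling. MAPK10 went from 43.0 ± 4.62 to 66.8 ± 0.939 FPKM (SD, n = 3; log2 fold change 0.63, standard error 0.14, adjusted p = 0.0011 from limma), and MAPK5 (0.92), MAPK14 (0.79) and MAPK12 (0.66) rose too. The median of the list, 0.24, lies below that of all genes. In MM MAPK16 (−1.93) and MAPKKKalpha, a kinase kinase kinase (−1.74), fell and none rose. At 0 dpi 6 of the genes were lower in Frl, among them MAPK16 (−1.80) and MAPK12 (−0.84), and 1 was higher, MAPKKKe (0.63; 6 and 1 adjusted over the list alone, 5 and 2 with median-of-ratios scaling). The change differed between the cultivars for 6 genes, MAPK16 by 2.08, MAPK5 by 1.26, MAPKKKalpha by 1.24, MAPK14 by 0.95, MAPK12 by 0.92 and MAPK10 by 0.61, each with the higher change in Frl (6 adjusted over the list alone). With median-of-ratios scaling 4 had the higher and 1 the lower change in Frl.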

The expression levels of 9 *MAPK* genes were analysed, and the outcomes revealed that the expression of genes with the following IDs was higher in *Frl* tomato than MM tomato at 3 dpi: 543859 (*MAPK10*), 100736548 (*MAPK14*), 100529134 (*MAPKKKe*), 100534642 (*MAPK5*), 100735510 (*MAPK8*), 100736539 (*MAPK16*), 543918 (*MAPKKKalpha*), and 100736475 (*MAPK12*). Notably, the expression of genes with the following IDs was higher in *Frl* tomato than MM tomato at both 3 and 6 dpi: 543859 (*MAPK10*), 100736548 (*MAPK14*), 100529134 (*MAPKKKe*), and 100534642 (*MAPK5*) (Figure 8a). 

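From 3 to 6 dpi MAPK8 fell in Frl by 1.19 log2 units (standard error 0.18, adjusted p = 6.0e-04 from limma) and MAPK12 by 0.67. Of the 9 MAPK genes 3 fell and none rose in Frl (3 and 0 adjusted over the list alone), and in MM 1 rose, MAPK16 (0.82), and none fell (1 and 2). From 0 to 6 dpi MAPK5 (0.83) and MAPK14 (0.64) rose and MAPK8 (−0.96) fell in Frl, a balance that turns to 1 higher and 2 lower with median-of-ratios scaling. In MM 4 fell, among them MAPK8 (−0.72) and MAPK12 (−0.59), and none rose. For 4 genes the change from 0 to 6 dpi was higher in Frl, MAPK16 by 1.49, MAPK5 by 1.15, MAPK14 by 0.96 and MAPK12 by 0.58. In the fixed list of 12 cascade genes 7 had the higher change in Frl from 0 to 3 dpi and none the lower (7 and 0 adjusted over the list alone; camera adjusted p = 0.044, adjusted p = 0.89 with an estimated correlation).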

In conclusion, *MAPK* genes were shown to participate in the plant disease resistance immuno-response mechanism and were relatively active during the early stage of infection. *MAPK* cascades accelerate the rapid death of plant cells at the site of infection by inducing the expression of defence genes and the accumulation of ROS, thereby inhibiting the further spread of the pathogen. This result coincides with the results of Yoshihiro et al. [36] and Lee et al. [37].

*WRKY* is a type of plant-specific TF vital for plant stress tolerance. Abiotic stress caused by the surrounding environment, including drought, soil salinity, low temperature, and heavy metal pollution, also rapidly increases the expression levels of *WRKY* transcription factors [38,39,40]. The results revealed that *WRKY* family members were involved in pathogen infection and pathogen attack via the *MAPK* pathway (Figure 8c). The expression levels of 12 *WRKY* genes were analysed, and the results revealed that the expression of the genes with IDs 100301944 (*WRKY40*), 101256570 (*WRKY80*), 101259967 (*WRKY81*), and 101268780 (*WRKY46*) was higher in *Frl* tomato than in MM tomato at 3 and 6 dpi. In addition, the expression of the genes with IDs 100125891 (*WRKYIId-1*), 101255501 (*WRKY31*), 100736444 (*WRKY41*), and 101247683 (*WRKY6*) was higher in *Frl* tomato than MM tomato at 6 dpi (Figure 8b). These results indicated that these *MAPK* genes might stimulate various *WRKY* genes downstream and thus be pivotal for the resistance reaction of *Frl* tomato to FORL, as shown in Figure 8c.

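From 0 to 3 dpi WRKY genes fell in both cultivars. WRKY31 fell in Frl from 237 ± 34.4 to 40.5 ± 1.42 FPKM (SD, n = 3; log2 fold change −2.51, standard error 0.33, adjusted p = 2.2e-05 from limma), with WRKY41 (−2.47), WRKY40 (−1.98), WRKY6 (−1.72) and WRKYIId-1 (−1.67). WRKYIId rose (0.75), so that 5 of the 12 genes of Fig. 8b fell and 1 rose (5 and 1 adjusted over the list alone). In MM 8 fell, among them WRKYIId-4 (−2.06) and WRKYIId-1 (−1.59), and none rose (8 and 0 adjusted over the list alone). Camera gave adjusted p = 2.6e-05 in Frl and 8.2e-04 in MM, and adjusted p = 0.42 and 0.67 with an estimated correlation. At 0 dpi 5 of the genes were lower in Frl, among them WRKYIId-4 (−2.68) and WRKYIId (−1.10), and 1 was higher, WRKY40 (1.10; 5 and 1 adjusted over the list alone, 5 and 3 with median-of-ratios scaling).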

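From 3 to 6 dpi WRKY31 (2.43 log2 units, standard error 0.33, adjusted p = 3.6e-04 from limma) and WRKYIId-1 (1.97) rose in Frl. Of the 12 genes 6 rose and none fell in Frl (6 and 0 adjusted over the list alone; camera adjusted p = 1.1e-05, adjusted p = 0.52 with an estimated correlation). In MM WRKY41 (1.64) and WRKYIId-4 (1.19) rose and none fell (2 and 0 adjusted over the list alone; camera adjusted p = 0.0014, adjusted p = 0.75 with an estimated correlation). The change from 0 to 3 dpi differed between the cultivars for WRKYIId-4 (1.59), WRKYIId (1.26), WRKY2 (1.03) and WRKY3 (0.98), and that from 0 to 6 dpi for WRKYIId-4 (1.97), WRKYIId (1.34) and WRKYIId-1 (1.25), each with the higher change in Frl. In the fixed list of 16 WRKY transcription factors 5 fell and 1 rose in Frl from 0 to 3 dpi, and 9 fell and 0 rose in MM (5 and 1, and 9 and 0, adjusted over the list alone).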

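Across the 6 groups MAPK10 and WRKY31 moved apart in Frl from 0 to 3 dpi, MAPK10 up and WRKY31 down. At 6 dpi the limma test passed WRKY40 and WRKY31 as higher in Frl than in MM, though neither without MM at 6 dpi replicate 1, without Frl at 6 dpi replicate 2 or with only the groups compared, and it did not pass MAPK10, except without MM at 6 dpi replicate 2. With median-of-ratios scaling MAPK10 did not pass from 0 to 3 dpi (0.11, adjusted p = 0.41 from limma), 0 of the MAPK genes rose and 3 fell in Frl, and 0 of the WRKY genes rose and 8 fell. By the means 7 of 9 MAPK genes were higher and 2 lower in Frl at 3 dpi than at 0 dpi, and 3 of 12 WRKY genes were higher and 9 lower. In MM 3 MAPK genes were higher and 6 lower, and of the WRKY genes 1 was higher and 11 lower. From its expression levels of MAPK and WRKY genes at 3 and 6 dpi (Fig. 8) the paper proposes that these MAPK genes might stimulate WRKY genes downstream and so take part in the resistance of Frl tomato to FORL.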

Plant hormones modulate the expression of genetic networks involved in defence reactions, among which JA and SA constitute the hormonal backbone of plant immunity [41]. The JA pathway in plants is mainly activated by insect injury and necrotic microorganism invasion, and SA mainly mediates resistance to biotrophic and semi-biotrophic pathogens [42]. Therefore, we can infer that SA is the main mediator during the early stage of the hormonal response to infection. Once necrotic spots started to appear on the plant stem, JA was the main endogenous hormone participating in the disease-tolerance reaction. Synergistic and antagonistic effects between SA and JA signalling pathways are considered to exert regulatory effects in plants for survival in complex biological environments [43].

## 4. Materials and Methods

### 4.1. Plant Materials and FORL Inoculation

Two tomato cultivars, the disease-resistant cultivar ‘19912’, harbouring the *Frl* gene, and the susceptible cultivar ‘Moneymaker’ (MM), which lacks FORL-resistance genes (provided by the Tomato Research Genetic Resource Center), were utilised herein. FORL was cultured in potato dextrose agar (PDA) liquid medium at 28 °C with shaking at 120 rpm for 4–5 days. At the four-to-six-leaf stage, we artificially injected FORL at a concentration of 1 × 10^7^ sporangia per millilitre [44] into the base of the tomato stem [45]. Samples were maintained in a greenhouse at 28 °C with greater than 90% relative humidity at our university (Northeast Agricultural University, Harbin, China). Tomato specimens were collected in triplicate before inoculation and at 3 and 6 days after inoculation (dpi). All specimens were rapidly placed in LN (liquid nitrogen) and preserved at −80 °C for RNA extraction.

### 4.2. Microscopic Observation of FORL in Frl Tomato

To identify the *Frl*-mediated hypersensitive response (HR) and the crucial temporal points regarding the cause of the disease tolerance response, we observed plant stems following trypan blue staining [46] and with scanning electron microscopy (SEM) [47]. Stem specimens were harvested prior to exposure to disease and at 3 and 6 dpi.

### 4.3. RNA Extraction and Transcriptome Sequencing

Total RNA was acquired from each group from a total of 18 samples (0, 3, and 6 dpi in triplicate for both cultivars) via the RNA Preparation Pure Plant tool (Thermo Fisher, Waltham, MA, USA) for qRT-PCR and RNA sequencing analyses [48]. RNA sequencing was completed by BGI Tech (Shenzhen, China) in a process that mainly included the following steps: mRNA was separated from the overall RNA via oligo (dT) and purified. The purified mRNA was utilised to construct 18 transcriptome libraries, which were then sequenced using the DNBseq machine-based probe-anchored polymerization technique [26,49].

### 4.4. RNA Sequence Read Matching and Differentially Expressed Gene (DEG) Identification

Clean reads in FASTQ format were obtained from SOAPnuke (v1.5.2) after filtration of the original data. The reads were filtered to remove reads with a low-quality base (base quality ≤ 5) frequency greater than 20%, reads with greater than 5% poly-N (unknown base) content, and sequencing adapters.

Clean reads were matched to the reference genomic set via Bowtie2 (v2.2.5) [50]. HISAT2 (v2.0.4) was utilised to map the clean data to the *Solanum lycopersicum* reference genome sequence (NCBI_GCF_000188115.4_SL3.0) [51]. Genetic expression levels were acquired based on the fragments per kilobase of transcript per million (FPKM) approach with RSEM (v1.2.12) [52]. The analysis of DEGs was conducted via DESeq2 (v1.4.5) according to a Q value ≤ 0.05 [53].

### 4.5. Functional Annotation and Enrichment Analysis of DEGs

To identify the roles of these DEGs, significantly enriched GO terms and KEGG pathways were analysed using Phyper (https://en.wikipedia.org/wiki/Hypergeometric_distribution (accessed on 1 April 2021)) on the foundation of the hypergeometry test. A *p* ≤ 0.05 was deemed highly significant for GO terms and KEGG pathways [54].

### 4.6. Determination of Endogenous Hormones

The SA and JA pathways are two important signalling pathways in plant-based resistance to gene-mediated resistance and induced resistance [55,56]. JA and SA were abstracted from leaves using the approaches of Llugany et al. [57] and Liu et al. [58] with minor modifications and measured by liquid chromatography–mass spectrometry (LC–MS).

### 4.7. Weighted Gene Co-Expression Network Analysis (WGCNA)

We performed WGCNA on the DEGs to determine co-expressed genetic modules and to investigate the relationship between genetic networks and phenotypes of interest along with the hub genes at the centre of the network [28].

### 4.8. MapMan Analysis of the Biofunctions of DEGs

MapMan is plant-specific, mostly manual, pathway analysis software that provides a good visual interface and can directly map gene expression data on the pathway map, providing complete gene functional classification and a comprehensive pathway map [59]. Based on the transcriptome data of tomato, a matching file was established using the website http://www.plabipd.de/portal/mercator-sequence-annotation (accessed on 1 April 2021).

### 4.9. qRT-PCR Analysis

Fourteen DEGs were screened, and their expression profiles, as determined by RNA-seq, were verified by qRT-PCR. The primers for these analyses were developed using Primer 5.0 software. The data were quantified via the 2^−ΔΔCT^ approach, and *EFα1* was used for normalisation (R: 5′-CCACCAATCTTGTACACATCC-3′, S: 5′-AGACCACCAAGTACTACTGCAC-3′) [60]. qRT-PCR was performed using a qTOWER3G Detection System (Analytik Jena, Jena, Germany) and AceQ qPCR SYBR Green Master Mix (Vazyme, Nanjing, China).

## 5. Conclusions

In summary, 189 DEGs in the ‘plant–pathogen interaction’ pathway were involved the response to FORL. Artificial inoculation and microscopy analyses revealed symptoms in the susceptible MM cultivar at the site of inoculation at 3 dpi. RNA-seq analyses were completed to determine the FORL-responsive regulation pathways. As the mycelium triggered an immune response and the secretion of effector proteins, several downstream pathways and associated defence signal transduction pathways were also triggered, including pathways involving MAPK, *WRKY*, JA, and SA. Among these components, *WRKY* proteins can activate R genes and regulate various downstream resistance genes. Eventually, HR was induced, triggering cellular death around the infected site and restricting pathogen growth. The expression levels of genes that were higher in 19912 than MM at both 3 and 6 dpi included *MAPK10*, *MAPK14*, *MAPKKKe*, *MAPK5*, *WRKY40*, *WRKY80*, *WRKY81*, and *WRKY46*. These outcomes reveal the underlying molecular mechanism opposing FORL infection in *Frl* tomato and lay a foundation for further screening of *Frl* genes.

## Figures and Tables

**Figure 1:**
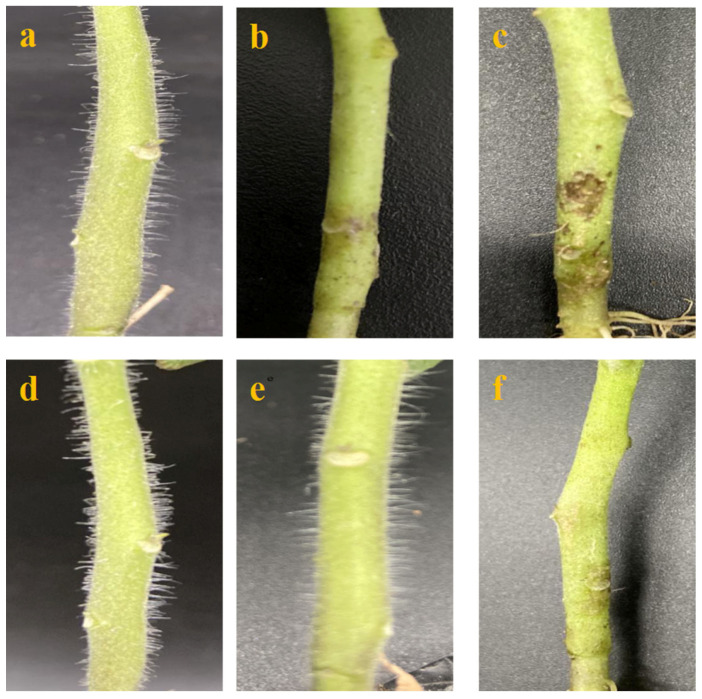
Results of inoculation. (**a**–**c**) ‘Moneymaker’ inoculated with FORL (*Fusarium oxysporum* f. sp. *radicis-lycopersici*) at 0, 3, and 6 dpi; (**d**–**f**) ‘19912’ inoculated with FORL at 0, 3, and 6 dpi.

**Figure 2:**
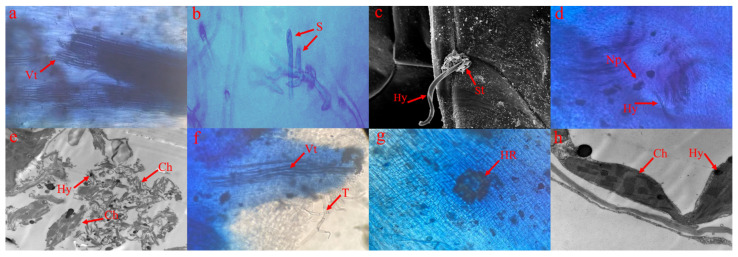
Trypan blue staining of tomato stem samples exposed to FORL. (**a**–**e**) ‘Moneymaker’ trypan blue staining at 0, 1, 2, 3, and 6 dpi; (**f**–**h**) ‘19912’ tomato stems dyed with trypan blue at 0, 3, and 6 dpi. Vt, vascular tissue; S, spores; Hy, hyphae; St, stomata; Np, necrotic plaque; T, trichome; HR, hypersensitive response; Ch, chloroplast.

**Figure 3:**
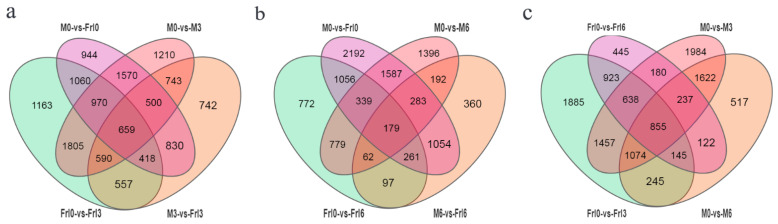
Venn diagrams presenting DEGs in diverse comparisons after FORL inoculation. (**a**) Venn chart of DEGs identified in the M0 vs. Frl0, M0 vs. M3, Frl0 vs. Frl3, and M3 vs. Frl3 comparisons. (**b**) Venn diagram of DEGs identified in the M0 vs. Frl0, M0 vs. M6, Frl0 vs. Frl6, and M6 vs. Frl6 comparisons. (**c**) Venn diagram of DEGs identified in the Frl0 vs. Frl6, M0 vs. M3, Frl0 vs. Frl3, and M0 vs. M6 comparisons.

**Figure 4:**
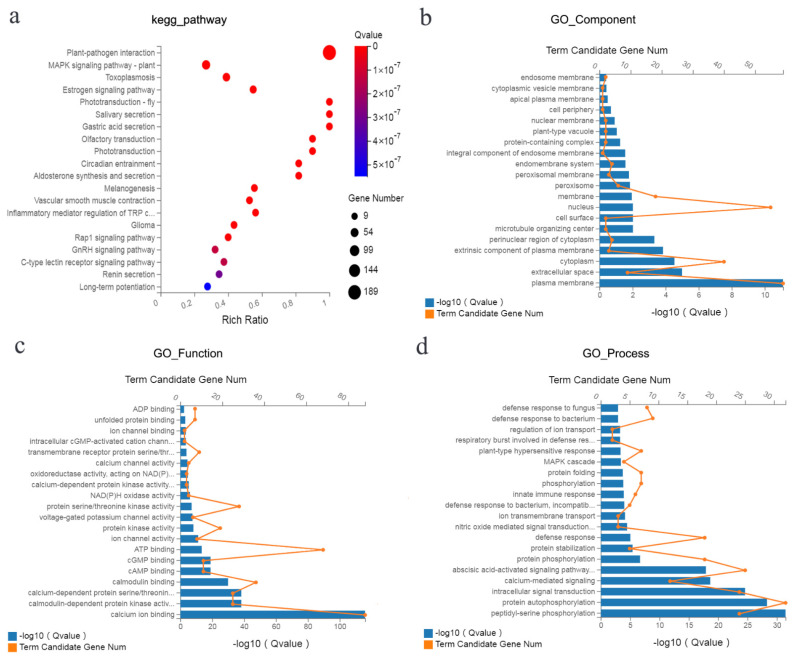
(**a**) KEGG enrichment of 189 DEGs in the ‘plant–pathogen interaction’ pathway. (**b**–**d**) GO enrichment of 189 DEGs in the ‘plant–pathogen interaction’ pathway.

**Figure 5:**
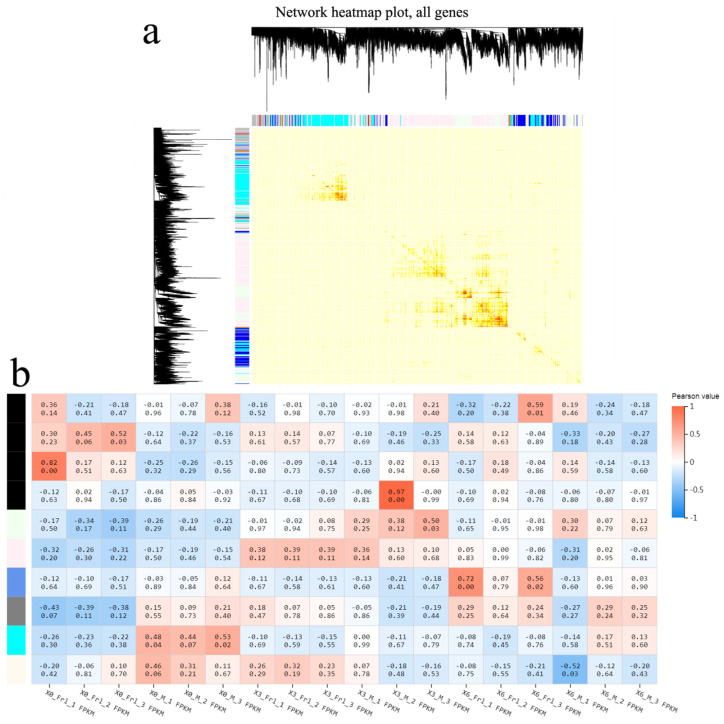
Gene co-expression network analyses via WGCNA. (**a**) Gene tree coloured per the relationship between genetic expression levels. Different colours denote different genetic modules and reflect different coefficients between genes. (**b**) Module–specimen relationship. The abscissa denotes the specimens, and the ordinate denotes the modules. The numbers in each cell denote the coefficients of association (**top**) and P results (**bottom**). The alteration from blue (low) to orange (high) denotes the DEG ranges.

**Figure 6:**
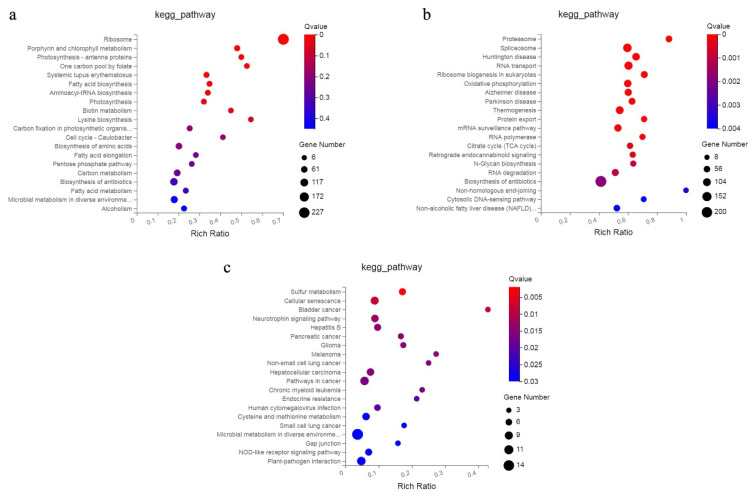
Genes in three modules were analysed using KEGG. (**a**–**c**) Results for the MElightcyan, MEpink, and MEblue modules, respectively.

**Figure 7:**
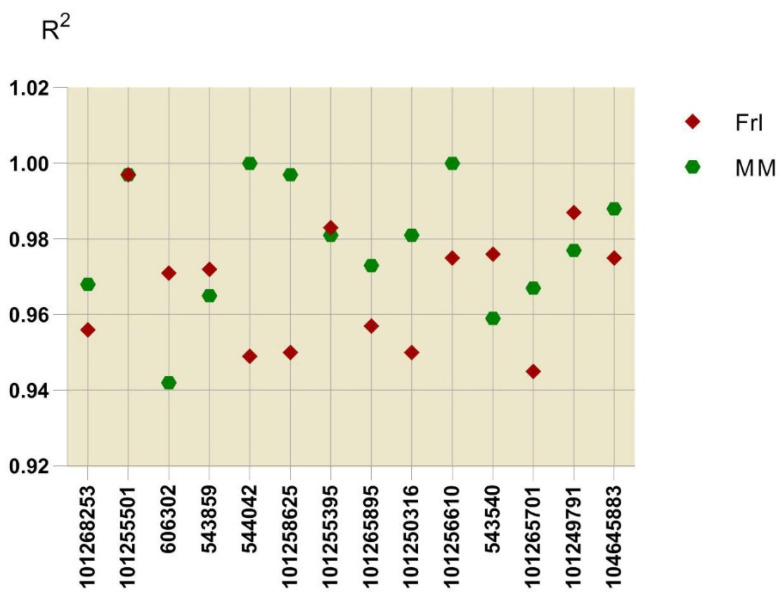
Coefficients of association between RNA sequencing and qRT-PCR results. The expression patterns of each gene in both *Frl* (0, 3, and 6 dpi) and MM (0, 3, and 6 dpi) were analysed. The outcomes acquired from these approaches were utilised to compute the coefficients of association (R^2^ values). All points denote R^2^ values. MM, ‘Moneymaker’; *Frl*, ‘19912’.

**Figure 8:**
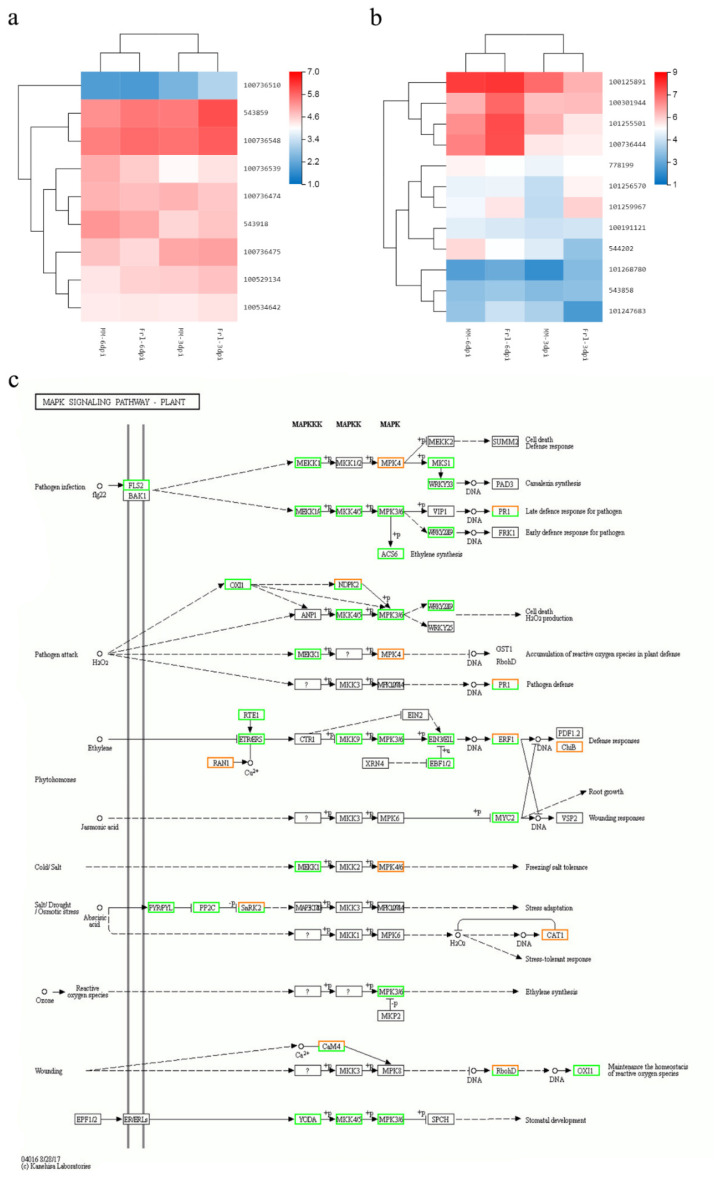
(**a**) DEGs related to *MAPK* in *Frl* and MM samples. (**b**) DEGs related to *WRKY* in *Frl* and MM samples. (**c**) Network analysis of ‘*MAPK* signalling pathway-plant’ predicting the response to FORL infection.

**Figure 9:**
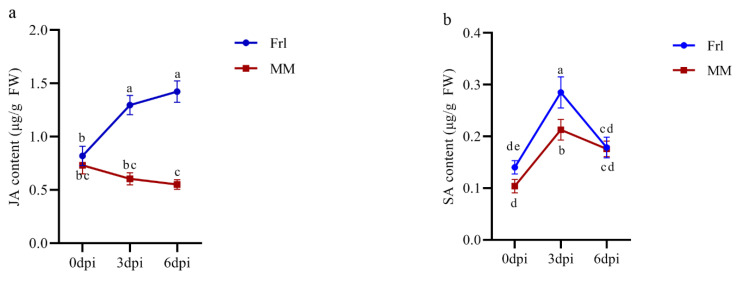
Fluctuations in (**a**) JA and (**b**) SA as a function of days after FORL infection in *Frl* tomato and MM tomato. JA, jasmonic acid; SA, salicylic acid; *Frl*, ‘19912’; MM, ‘Moneymaker’; dpi, days post-infection. Different letters indicate siginificant differences.

**Figure 10:**
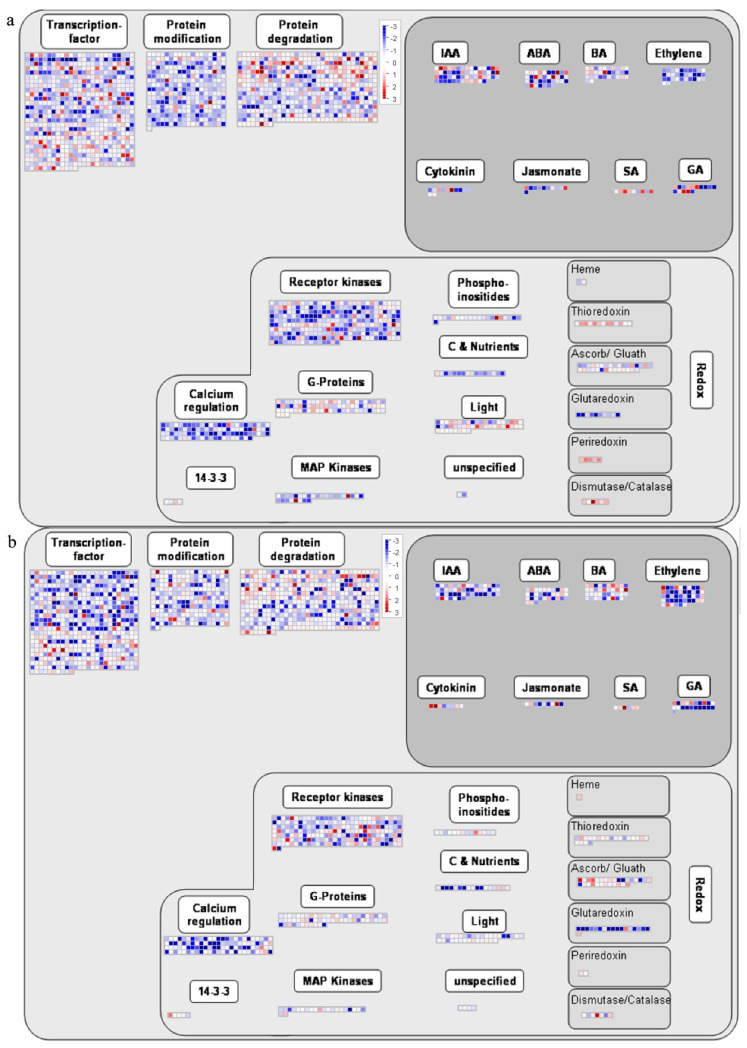

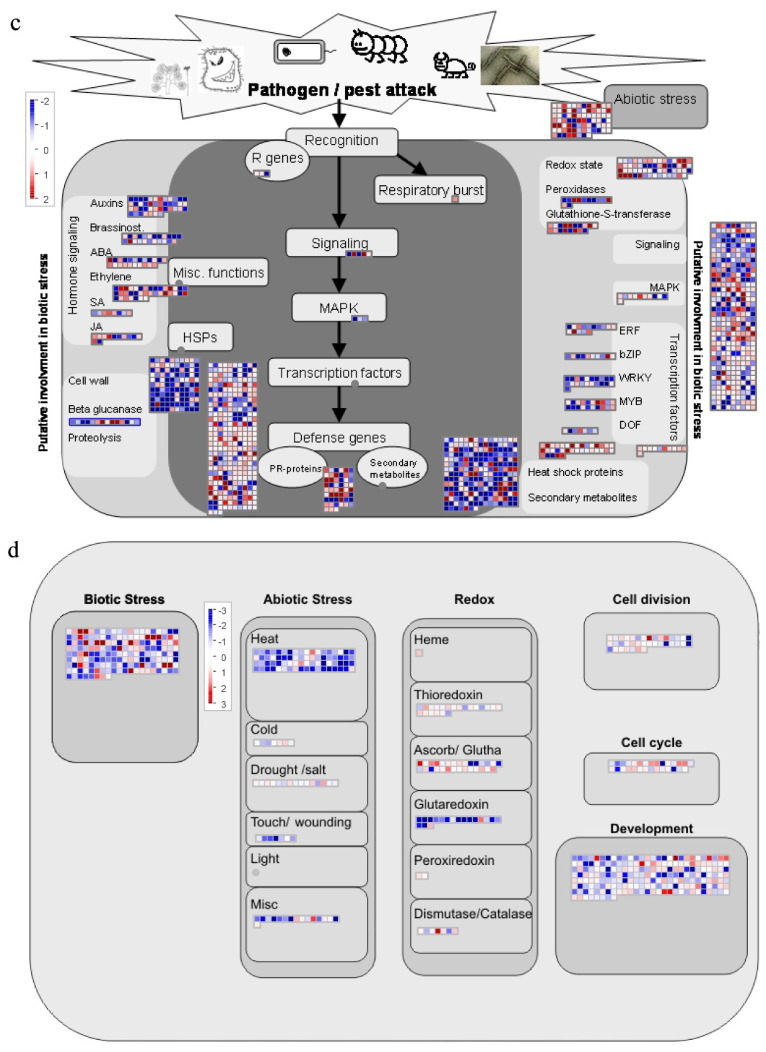

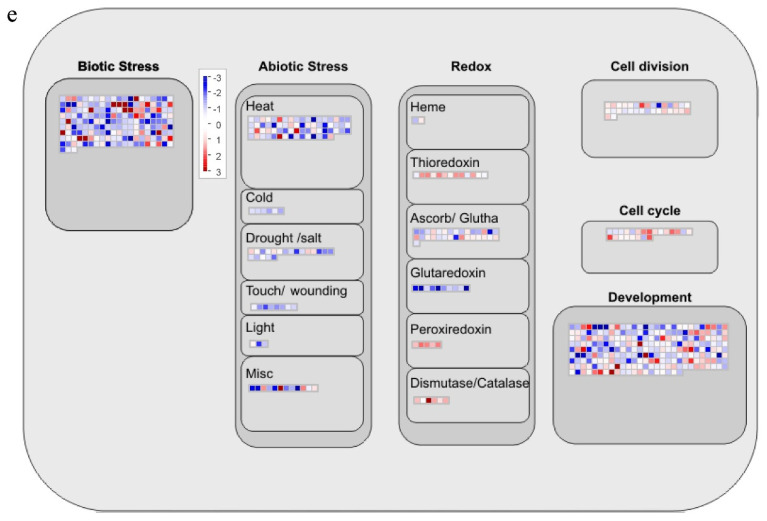
Cluster pattern of DEGs produced via MapMan. (**a**) DEG modulation overview for *Frl* tomato at 0–3 dpi. (**b**) DEG modulation overview for MM tomato at 0–3 dpi. (**c**) Biotic stress and DEG regulation in *Frl* tomato vs. MM tomato at 3 dpi. (**d**) Cell reaction and DEG regulation in *Frl* tomato at 0–3 dpi. (**e**) Cell reaction and DEG regulation in MM tomato at 0–3 dpi.

**Table 1:** Statistics for DEGs exhibiting different expression patterns.

DEG Set	Total DEGs	Upregulated	Downregulated
Frl0 vs. Frl3	7222	3374	3848
Frl0 vs. Frl6	3545	1567	1978
Frl3 vs. Frl6	4291	2398	1893
M0 vs. M3	8047	3972	4075
M0 vs. M6	4817	2316	2501
M3 vs. M6	2944	1473	1471
Frl0 vs. M0	6951	3487	3464
Frl3 vs. M3	5039	2358	2681
Frl6 vs. M6	2488	1222	1266

0 vs. 3, comparison between 0 and 3 dpi; 3 vs. 6, comparison between 3 and 6 dpi; 0 vs. 6, comparison between 0 and 6 dpi; dpi, days post-inoculation.

## Data Availability

All of the data pertaining to the present study have been included in the tables and figures of the manuscript. The raw sequencing data were deposited in NCBI GEO under accession number GSE171219 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171219, accessed on 25 May 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23137078/s1.

# Supplementary material for: Transcriptome Analysis Reveals the Response Mechanism of Frl-Mediated Resistance to Fusarium oxysporum f. sp. radicis-lycopersici (FORL) Infection in Tomato
**Source:** Int J Mol Sci. 2022 Jun 25;23(13):7078. doi: 10.3390/ijms23137078
**Supplement:** Supplementary file 1

软件名字	开发者姓名	城市， 国家
RSEM	Bo Li ， Colin N Dewey	Madison,USA
DESeq2	Michael Love, Wolfgang Huber,<br>Simon Anders	Heidelberg, Germany
HISAT2	Daehwan Kim, Ben Langmead,<br>Steven L Salzberg	Maryland, USA
Bowtie 2	Ben Langmead and Steven L<br>Salzberg	Maryland, USA
SOAPnuke	Yuxin Chen	Shenzhen, China
mapman	Oliver Thimm, Mark Stitt	Golm, Germany

How the deposited data were processed for this re-analysis (not part of the article)

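The deposited table holds FPKM values that the authors computed with RSEM 1.2.12 after mapping to SL3.0, rounded to 2 decimals, for 18 libraries. Of its 25460 genes 22431 have values, 1 of them at 0 in every library, and the authors' group means in the same table equal the means of the library columns and were not used further. Libraries were assigned to cultivar, time and replicate by the names of their columns and the paper's description of the groups. Chromosome positions come from the deposited table, and the reference gene table, which is of another assembly, gave chromosome numbers for the 24092 gene identifiers found in it.

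Genes with an FPKM of at least 1 in at least 3 of the 18 libraries were kept (17040), values were taken as log2(FPKM + 1) with no further scaling, and limma 3.58.1 fitted 1 mean per group with the trend option (R 4.3.3; prior degrees of freedom 3.19). Each of the 9 comparisons of 2 groups and the 2 tests of a difference between the cultivars in the change from 0 dpi is a contrast of this model, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05, the Q value the paper's methods give. The replicates of the groups are not paired: of 45 pairs of libraries with the same replicate number 10 deviate together with a correlation over 0.1, and 4 of the 18 libraries lie closest to a library of their own number. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

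The genes named in the text follow a rule: every gene the paper names by identifier (33 in the table, 32 tested), for each comparison the 5 highest and 5 lowest log2 fold changes with an adjusted p under 0.05, no overlap of the replicates and a mean of at least 10 FPKM in the higher group, and from each list discussed up to 2 higher and 2 lower members with the smallest p, with lists of 5 or fewer members in full. The rule asked for genes with a description, and since the table holds symbols but no descriptions it was applied to the 1462 tested genes whose symbol is not a locus number. For the same reason the fixed lists of genes were matched by symbol, and 49 lists had at least 1 tested member. Of the 39 lists with at least 5, 15 are fixed and 24 are symbol lists. Camera p values were adjusted over the lists of a comparison.

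Alternatives to these choices were a pseudocount of 0.1, quantile normalization, median-of-ratios scaling, no filter, an unadjusted p of at most 0.01 with a log2 fold change of at least 2 in either direction (the thresholds of the paper's results), an adjusted p of at most 0.05 with a log2 fold change of at least 1, only the groups compared, a term for the replicate number, and leaving out each library in turn. For lists camera with an estimated correlation and fry were run too. Scaling outside the 100 most abundant genes, and leaving out 3 libraries together, were chosen after the data were seen.

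In a test of the method, genes in simulated libraries with the spread of the real ones were changed by known amounts in the comparison from 0 to 3 dpi in Frl. Only genes with a mean above 10 FPKM were changed, and the values of each gene varied independently of other genes. Far fewer genes were changed than passed in the real comparisons, which makes the adjusted p stricter in the simulation. The limma test found 13 of 67 genes changed by 0.5 log2 units (19.4%), 55 of 67 changed by 1 (82.1%) and 62 of 66 changed by 2 (93.9%), with 12 calls among unchanged genes. The co-expression modules, the pathway and ontology enrichments and the stress maps of the paper were not rebuilt, and the hormone, microscopy and qRT-PCR measurements were not used here.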

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

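The tests of a few abundant genes, of sequencing depth, of the progress of the infection and of the genes higher in Frl on chromosome 9 were chosen only after the result was seen. The change from 0 to 3 dpi differed between Frl and MM for 5021 genes, and that from 0 to 6 dpi for 3035, by a limma test of the difference. Of 100 regroupings of the 12 libraries 1, the real one, reached the count from 0 to 3 dpi, with 3526 the highest of the others. From 0 to 6 dpi 2 reached it, the real one and another with 3529. The regroupings mix the libraries of both cultivars and both times, so differences of time and of cultivar enter their counts. They therefore cannot decide whether chance explains a difference in the change itself.

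Among the genes the paper names, the difference between the cultivars in the change from 0 to 3 dpi passed the limma test, with a higher change in Frl, for MAPK16 (2.08), MAPK5 (1.26), MAPKKKalpha (1.24), MAPK14 (0.95), MAPK12 (0.92), MAPK10 (0.61), WRKYIId-4 (1.59), WRKYIId (1.26), WRKY2 (1.03), WRKY3 (0.98), LOC101268253 (1.63) and LOC101250316 (0.84). A lower change in Frl was found for LOC101265701 (−3.05), IAA3 (−2.52), ACS6 (−2.21) and LOC101255395 (−1.14). From 0 to 6 dpi it passed with a higher change in Frl for MAPK16 (1.49), MAPK5 (1.15), MAPK14 (0.96), MAPK12 (0.58), WRKYIId-4 (1.97), WRKYIId (1.34), WRKYIId-1 (1.25) and LOC101268253 (1.13). With median-of-ratios scaling 4 of those from 0 to 3 dpi did not pass, MAPK10 (adjusted p = 0.2), MAPKKKalpha (0.099), WRKY3 (0.089) and LOC101250316 (0.12), and 3 from 0 to 6 dpi, MAPK12 (0.41), WRKYIId-1 (0.0514) and LOC101268253 (0.085). Differences between the cultivars before inoculation enter these values. Of the MAPK genes 6 were lower and 1 higher in Frl at 0 dpi, and 0 lower and 2 higher at 3 dpi. Of the WRKY genes 5 were lower and 1 higher at 0 dpi, and 3 lower and 1 higher at 3 dpi. A higher change in Frl is therefore not by itself a response to inoculation.

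Of the genes that changed in Frl from 0 to 3 dpi, 86.2% were higher. A single library does not account for it, since leaving out any of the 6 libraries of the comparison left 86.2% to 87.6% higher. The ratio of relative sequencing depth between 3 and 0 dpi was 0.979. Its estimate keeps only values close to the lowest of each gene, which holds the ratio near 1, so this test cannot decide on depth. The numbers of clean reads that the paper gives lie within a narrow range. A few abundant genes that take a larger part of the total at 0 dpi stay open: scaling outside the 100 most abundant genes left 64.2% of the median change of all genes (0.27 against 0.42 log2 units). FPKM are shares of a total, so a rise of most genes after inoculation and a fall of abundant ones cannot be told apart here, and a response of Frl to FORL stays untested.

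Within groups the libraries spread along an axis that photosynthesis genes lead, which holds 33.3% of the variance of the deviations from the group means. A batch marked by the replicate number is argued against, since 82.0% of 7776 renumberings gave same-numbered libraries a mean correlation as high as the real one (−0.0341, against at most 0.166). So is the scaling to the FPKM total, since the axis held 32.6% with median-of-ratios scaling and the scores under both scalings had a correlation of 0.991. A different progress of the infection in each plant cannot be told apart from other variation between plants: the SD of the scores at 0 dpi was 64.3% of that at 3 and 6 dpi (17.6 against 27.4), with a 95% interval of 28.6% to 193%. The hour of sampling and light were not tested.

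Genes that differ between Frl and MM by at least 1 log2 unit at every time, which the paper does not report on, crowd on chromosome 9, where 77 of 1230 tested genes do (6.26%, against 1.72% elsewhere; one-sided Fisher's exact test, adjusted p = 4.0e-18). With 1 gene counted per 100 kb the adjusted p of the exact test was 5.7e-12, so the crowding does not rest on counting several such genes close together. A gene kept in this count can itself be 1 of several copies in a family. The test therefore cannot decide whether neighbouring copies of gene families share reads. Reads of a diverged segment that fail to align to the reference remain a candidate explanation for the genes lower in Frl, as the median difference of the tested genes of chromosome 9 was −0.113 and those of the other chromosomes lay between −0.0862 and −0.0379. A loss of Frl reads is argued against for the genes higher in Frl, which crowd there as well (2.52% against 0.829%, one-sided Fisher's exact p = 4.9e-07). Whether MM reads fail to align at those genes was not tested. In windows of 2 Mb, a count not among the tests set beforehand, 3 windows had an adjusted p under 0.05 from the one-sided Fisher's exact test. All lie on chromosome 9, from 4000001 to 6000000 (14 of 103 tested genes, 4.6e-06), 6000001 to 8000000 (6 of 31, 0.0033) and 72000001 to 74000000 (8 of 76, 0.010). A chromosome segment of different descent in the cultivars stays open, since the libraries hold 1 line of each cultivar, and descent was not tested.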

How the results depend on the processing

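The scaling outside the 100 most abundant genes and the omission of 3 libraries together were chosen after the result was seen. The share of higher genes among those that changed depends strongly on the scaling. With median-of-ratios scaling it was 48.5, 45.8, 49.5, 48.4, 46.9 and 46.3% in Frl from 0 to 3, 0 to 6 and 3 to 6 dpi and in MM in the same order, with quantile normalization 60.8, 54.2, 38.5, 54.3, 54.6 and 43.5% and with scaling outside the 100 most abundant genes 78.7, 79.7, 33.8, 53.6, 54.1 and 42.1%. These settings set the level of the median or total of each library by construction, and why the share turned in the other settings was not tested. At an unadjusted p of at most 0.01 with a log2 fold change of at least 2 the shares were 41.7, 47.8, 72.3, 39.8, 29.4 and 32.1% and at an adjusted p of at most 0.05 with a log2 fold change of at least 1 they were 73.9, 72.1, 57.5, 54.5, 38.9 and 37.2%. With no filter 85.8% were higher in Frl from 0 to 6 dpi, 23.6% in Frl from 3 to 6 dpi and 18.8% in MM from 3 to 6 dpi, with a pseudocount of 0.1 26.6% in Frl from 3 to 6 dpi, and with only the groups compared 84.8% in Frl from 0 to 3 dpi and 57.8% in MM from 0 to 6 dpi. With 3 libraries left out together (Frl at 0 dpi replicate 1, MM at 3 dpi replicate 1 and MM at 6 dpi replicate 1) the shares in MM were 59.1, 65.8 and 45.5%. Without 1 library at a time they ran, in the same order as before, from 85.9 to 87.6, 85.0 to 88.6, 23.4 to 27.6, 59.9 to 66.0, 41.9 to 65.2 and 13.6 to 37.4%.

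At an unadjusted p of at most 0.01 with a log2 fold change of at least 2 the counts of changed genes were 408, 90, 264, 490, 170 and 84 over time, 656, 245 and 206 between the cultivars at 0, 3 and 6 dpi and 496 and 248 for the difference in change, with 4, 1 and 4 genes shared in the comparisons of Fig. 3a, 3b and 3c. At an adjusted p of at most 0.05 with a log2 fold change of at least 1 they were 3112, 1145, 1165, 3135, 1360 and 830, 2868, 1053 and 911 and 2383 and 1515, with 80, 20 and 140 shared and 540 genes highest in one group. These thresholds are stricter than the main one, so fewer genes pass. The correlation of the changes from 0 to 3 dpi was 0.566 and 0.552 over the genes that passed these thresholds in either cultivar, and from 0.414 to 0.518 without 1 library at a time. The count for the difference from 0 to 6 dpi was 1867 with quantile normalization, 1963 with median-of-ratios scaling, 1664 with only the groups compared and 1499 with the 3 libraries left out. With only the groups compared, which leaves fewer libraries to estimate the spread, 2016 genes changed in MM from 0 to 6 dpi, 907 from 3 to 6 dpi and 896 differed between the cultivars at 6 dpi, and 38 and 666 were shared in Fig. 3b and 3c. With the 3 libraries left out 5499 genes differed at 3 dpi and 1058 were shared in Fig. 3a, and the cause was not tested. The replicate block moved none of these results by more than 1.5 times, with 9513 genes changed in Frl from 0 to 3 dpi.

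Without 1 library at a time, which leaves fewer libraries, the count of changed genes moved by more than 1.5 times in 6 comparisons. In Frl from 3 to 6 dpi it ran from 2305 to 5548 (2498 without Frl 3 dpi replicate 2, 2793 without Frl 3 dpi replicate 3, 2305 without Frl 6 dpi replicate 3), in MM from 0 to 6 dpi from 3157 to 5002 (3157 without MM 0 dpi replicate 1) and in MM from 3 to 6 dpi from 2094 to 3946 (2094 without MM 3 dpi replicate 1). Between the cultivars it ran from 1636 to 4461 at 3 dpi (1684 without Frl 3 dpi replicate 1, 1636 without Frl 3 dpi replicate 2, 2171 without MM 3 dpi replicate 2, 1648 without MM 3 dpi replicate 3) and from 1247 to 2486 at 6 dpi (1247 without Frl 6 dpi replicate 1), and for the difference in the change from 0 to 6 dpi from 1561 to 3947 (2010 without Frl 0 dpi replicate 1, 1561 without Frl 6 dpi replicate 1, 1838 without Frl 6 dpi replicate 3, 1773 without MM 6 dpi replicate 1). The genes shared in Fig. 3a ran from 286 to 967 and in Fig. 3b from 96 to 187.

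With an estimated correlation camera gave 0 of the list calls, at which the preset correlation gave 119, and the cause was not tested. With fry the direction was the other for MAPK genes of Fig. 8a (0.0244), jasmonate response and wound proteins (0.798), immune receptors and their partners (0.323), calcium signalling (0.0109) in Frl from 0 to 3 dpi (adjusted p in brackets). Of 371 values of single genes in the text, 346 kept their direction and side of the threshold with median-of-ratios scaling, 347 with quantile normalization, 358 with no filter, 334 with only the groups compared and 367 with a pseudocount of 0.1. Of 108 list results 93, 89, 98, 104 and 108 did. In the simulated libraries, with 3 per group and few genes changed, a change of 0.5 log2 units was mostly missed. This does not give the share missed in the real comparisons, where many more genes passed. The depth of the libraries, with FPKM given to 2 decimals, limits what can be said of genes under an FPKM of 1.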

Differences from the paper's values

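The paper's Table 1 states its counts at thresholds that the text gives in 2 ways, and the counts here are at an adjusted p under 0.05. In Frl from 0 to 3 dpi upregulated genes number 8475 here and 3374 in the paper, and downregulated genes 1361 here and 3848 in the paper. In Frl from 0 to 6 dpi all changed genes number 5997 here and 3545 in the paper, upregulated genes 5203 here and 1567 in the paper, and downregulated genes 794 here and 1978 in the paper. In Frl from 3 to 6 dpi upregulated genes number 1085 here and 2398 in the paper, and downregulated genes 3259 here and 1893 in the paper. In MM from 3 to 6 dpi upregulated genes number 767 here and 1473 in the paper, and downregulated genes 3053 here and 1471 in the paper. At 3 dpi the genes that differ between the cultivars number 3323 here and 5039 in the paper, and those shared by the 4 comparisons of Fig. 3c 1585 here and 855 in the paper.

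Of the alternatives set before the data were examined, median-of-ratios scaling falls within 1.5 times of the paper's value for each of these, and quantile normalization for each except the upregulated genes in Frl from 3 to 6 dpi. The paper's methods name DESeq2 for its test, which works on counts, and counts were not used here. An adjusted p of at most 0.05 with a log2 fold change of at least 1 does so for the upregulated genes in Frl from 0 to 3 dpi, the replicate block for the downregulated genes in Frl from 3 to 6 dpi, no filter for the cultivars at 3 dpi, and only the groups compared for all changed genes in Frl from 0 to 6 dpi, for the cultivars at 3 dpi and for Fig. 3c. Leaving out 1 of the 18 libraries does so in 4 cases for all changed genes in Frl from 0 to 6 dpi, in 6 for the downregulated genes in Frl from 3 to 6 dpi, in 1 and 2 for the up- and downregulated genes in MM from 3 to 6 dpi, in 4 for the cultivars at 3 dpi and in 3 for Fig. 3c. These are Frl 0 dpi replicate 2, Frl 0 dpi replicate 3, Frl 6 dpi replicate 1 and Frl 6 dpi replicate 3 for all changed genes in Frl from 0 to 6 dpi, Frl 3 dpi replicate 1, Frl 3 dpi replicate 2, Frl 3 dpi replicate 3, Frl 6 dpi replicate 1, Frl 6 dpi replicate 2 and Frl 6 dpi replicate 3 for the downregulated genes in Frl from 3 to 6 dpi, MM 6 dpi replicate 1 for the upregulated genes in MM from 3 to 6 dpi, MM 3 dpi replicate 1 and MM 6 dpi replicate 1 for the downregulated genes in MM from 3 to 6 dpi, Frl 0 dpi replicate 1, MM 3 dpi replicate 1, MM 6 dpi replicate 1 and MM 6 dpi replicate 2 for the cultivars at 3 dpi, Frl 0 dpi replicate 3, MM 0 dpi replicate 1 and MM 6 dpi replicate 3 for Fig. 3c. The other alternatives, among them the thresholds of p at most 0.01 with a log2 fold change of at least 2 and a pseudocount of 0.1, do not for any of these values. Scaling outside the 100 most abundant genes, chosen after seeing the values, also falls within 1.5 times for all changed genes in Frl from 0 to 6 dpi (5209), the downregulated genes in Frl from 3 to 6 dpi, the up- and downregulated genes in MM from 3 to 6 dpi and the cultivars at 3 dpi (3548), and drops none of the genes of Fig. 8 that passed here as in the paper. Leaving out 3 libraries together, also chosen after seeing the values, does so for the up- and downregulated genes in MM from 3 to 6 dpi and the cultivars at 3 dpi (5499), and drops 2 of those genes, WRKY31 and WRKY40 at 6 dpi.

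The paper states that more genes were downregulated than upregulated from 0 to 3 dpi. Here more were upregulated in Frl (8475 against 1361) and in MM (5234 against 3076), while median-of-ratios scaling gives 3260 against 3459 in Frl and 4129 against 4404 in MM, and p at most 0.01 with a log2 fold change of at least 2 gives 41.7% and 39.8% higher. The paper states that fewer genes were down- than upregulated from 3 to 6 dpi. Here more were downregulated in Frl (3259 against 1085) and in MM (3053 against 767), while in Frl 72.3% were higher at p at most 0.01 with a log2 fold change of at least 2 and 57.5% at an adjusted p of at most 0.05 with a log2 fold change of at least 1. Over the whole course the paper has more genes down than up, where here 86.8% in Frl and 50.1% in MM were higher from 0 to 6 dpi, and 45.8% and 46.9% with median-of-ratios scaling and 47.8% and 29.4% at p at most 0.01 with a log2 fold change of at least 2. In MM alone an adjusted p of at most 0.05 with a log2 fold change of at least 1 also gives more genes down (38.9% higher), as do the omissions of Frl 6 dpi replicate 2, Frl 6 dpi replicate 3, MM 6 dpi replicate 2 and MM 6 dpi replicate 3. It also has fewer early changes in Frl than in MM, where here 9836 genes changed in Frl and 8310 in MM from 0 to 3 dpi, and 6719 and 8533 with median-of-ratios scaling, 6968 and 8644 with quantile normalization, 408 and 490 at p at most 0.01 with a log2 fold change of at least 2 and 3112 and 3135 at an adjusted p of at most 0.05 with one of at least 1. Between the cultivars at 0 dpi the paper's Table 1 has nearly as many genes up as down. Here 1875 were higher and 5925 lower in Frl at 0 dpi, and 3788 and 3672 with median-of-ratios scaling. At 3 dpi both of its counts, up and down, are above those here, 1717 higher and 1606 lower in Frl.

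The paper has the WRKY genes of Fig. 8b mostly higher in Frl at 6 dpi and 4 of them, WRKY40, WRKY46, WRKY80 and WRKY81, higher at both 3 and 6 dpi. For these 4 genes the means here share both directions, for WRKY40 at 3 dpi by 0.04 log2 units. The test calls differ, as of these 4 genes the limma test passed WRKY81 at 3 dpi and WRKY40 at 6 dpi. By the means 9 of the 12 WRKY genes were higher in Frl at 6 dpi, where the paper has 8. Without MM 6 dpi replicate 1, and with 3 libraries left out, which was chosen after seeing the values, WRKY46 and WRKY80 passed at 3 dpi, and WRKY80 without MM 3 dpi replicate 1. For the MAPK genes the means here are higher in Frl for the 8 of 9 genes that the paper names at 3 dpi and for MAPK10, MAPK14, MAPKKKe and MAPK5 at 6 dpi, but the limma test passed MAPK8 and MAPK10 at 3 dpi and none at 6 dpi (2 at an unadjusted p under 0.05), except MAPK10 without MM 6 dpi replicate 2.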

Other observations

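In this part the symbol lists were chosen after the gene names were seen, and the other tests before. Changes of water channel genes, which the paper does not discuss, differed between the cultivars in both directions. PIP2-9 rose in MM from 0 to 3 dpi (2.92 log2 units, standard error 0.23, adjusted p = 3.2e-07 from limma) and its change was lower in Frl by 3.27, while PIP2-4 rose in Frl (3.00). Of 13 aquaporin genes 6 had a higher and 5 a lower change in Frl from 0 to 3 dpi, which turns to 5 and 6 with median-of-ratios scaling, and at 0 dpi 6 were higher in Frl, such as PIP2-6 (2.42), and 6 lower, such as PIP1-7 (−3.27). Of 10 phosphate starvation genes 7 were lower in Frl at 0 dpi, such as PHO1-5, a phosphate exporter (−2.06), and none was higher (6 and 0 with median-of-ratios scaling), and 5 had the higher change in Frl from 0 to 3 dpi and none the lower. Of all tested genes 4016 had the higher change in Frl and 1005 the lower. Of 11 flavonoid genes 5 were lower in Frl at 0 dpi (4 with median-of-ratios scaling), among them F3H, a flavanone hydroxylase (−1.11), which rose in Frl by 2.11 and in MM by 1.32 from 0 to 3 dpi.

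Some hormone genes outside the jasmonate, salicylate and ethylene pathways changed as well. Their counts are to be read against all 17040 tested genes, of which 9836 changed in Frl and 8310 in MM from 0 to 3 dpi. Of 16 abscisic acid genes 7 fell and 3 rose in MM from 0 to 3 dpi, with CYP707A1, an abscisic acid hydroxylase, higher (1.18), and in Frl 4 rose, among them Asr4 (1.43) and ASR1 (1.14), and 2 fell (2 and 2 with median-of-ratios scaling). Of 41 auxin response genes, a fixed list, 15 rose in Frl from 0 to 3 dpi, among them IAA8 (1.26), and 5 fell, among them IAA29 (−1.23), a balance that turns to 4 and 9 with median-of-ratios scaling (15 and 5 adjusted over the list alone). In MM 6 rose and 8 fell, among them ARF24 (−1.48; 6 and 7 adjusted over the list alone).

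The 9 comparisons of 2 groups allow 10 splits of their 6 libraries, too few for a share under 0.05, and 1 split, the real one, gave the highest count in each. The real counts and the highest of the other splits were 9836 and 0 in Frl from 0 to 3 dpi, 5997 and 0 in Frl from 0 to 6 dpi, 4344 and 0 in Frl from 3 to 6 dpi, 8310 and 1 in MM from 0 to 3 dpi, 4860 and 0 in MM from 0 to 6 dpi, 3820 and 248 in MM from 3 to 6 dpi, 7800 and 0 between the cultivars at 0 dpi, 3323 and 0 between the cultivars at 3 dpi, and 2202 and 0 between the cultivars at 6 dpi. For the total of genes highest in one group, over all groups, chance is argued against. The highest of the other regroupings of the 18 libraries, 100 with the real one, gave 249 against the real 2219. Single groups were not set against the regroupings, so this does not decide for the 30 genes in Frl and 13 in MM at 6 dpi. The genes shared in Fig. 3a, 3b and 3c (644, 175 and 1585) stand against 0 in the other regroupings, and whether they are more than lists of these lengths with libraries in common give was not tested. For the list calls chance cannot be excluded, since 21 of the 100 regroupings gave at least the real 119 calls, up to 183.

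Between the replicates of a group the correlation of log2 values ran from 0.949 to 0.991. In MM at 0 dpi the 100 most abundant genes held 33.7% ± 1.80 of the FPKM total and photosynthesis genes 12.8% ± 1.30 (SD, n = 3).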
